# Generalized low levels of serum N‐glycans associate with better health status

**DOI:** 10.1111/acel.13855

**Published:** 2023-05-02

**Authors:** Jiteng Fan, Jichen Sha, Shuwai Chang, Huijuan Zhao, Xiaoyun Niu, Yong Gu, Jianxin Gu, Shifang Ren

**Keywords:** caloric restriction, liver, N‐glycans, O‐acetylation, serum, transcriptome

## Abstract

Caloric restriction (CR) can prolong life and ameliorate age‐related diseases; thus, its molecular basis might provide new insights for finding biomarker and intervention for aging and age‐related disease. Glycosylation is an important post‐translational modification, which can timely reflect the changes of intracellular state. Serum N‐glycosylation was found changed with aging in humans and mice. CR is widely accepted as an effective anti‐aging intervention in mice and could affect mouse serum fucosylated N‐glycans. However, the effect of CR on the level of global N‐glycans remains unknown. In order to explore whether CR affect the level of global N‐glycans, we performed a comprehensive serum glycome profiling in mice of 30% calorie restriction group and ad libitum group at 7 time points across 60 weeks by MALDI‐TOF‐MS. At each time point, the majority of glycans, including galactosylated and high mannose glycans, showed a consistent low level in CR group. Interestingly, O‐acetylated sialoglycans presented an upward change different from other derived traits, which is mainly reflected in two biantennary α2,6‐linked sialoglycans (H5N4Ge2Ac1, H5N4Ge2Ac2). Liver transcriptome analysis further revealed a decreased transcriptional level of genes involved in N‐glycan biosynthesis while increased level of acetyl‐CoA production. This finding is consistent with changes in serum N‐glycans and O‐acetylated sialic acids. Therefore, we provided one possible molecular basis for the beneficial effect of CR from N‐glycosylation perspective.

**Abbreviations**
Ac: O‐Acetylation of N‐glycolylneuraminic acid
ACN: Acetonitrile
CR: calorie restriction
DMSO: dimethyl sulfoxide
E: ethyl esterified N‐acetylneuraminic acid (α2,6‐linked)
EtOH: ethanol
F: fucose
FA: formic acid
Ge: ethyl esterified N‐glycolylneuraminic acid (α2,6‐linked)
GEO: gene expression omnibus
Gl: lactonized N‐glycolylneuraminic acid (α2,3‐linked)
GO: Gene Ontology
GSEA: gene set enrichment analysis
H: hexose
HOBt: 1‐hydroxybenzotriazole monohydrate
KEGG: Kyoto Encyclopedia of Genes and Genomes
L: lactonized N‐acetylneuraminic acid (α2,3‐linked)
MALDI‐TOF‐MS: Matrix‐Assisted Laser Desorption/Ionization Time of Flight Mass Spectrometry
MQ: Milli‐Q water
N: HexNAc
NaBD4: sodium borodeuteride
NaOH: sodium hydroxide
NP‐40: Nonidet P 40
PBS: phosphate buffered solution
PNGase F: peptide‐N‐glycosidase F
SDS: sodium dodecyl sulfate
SIAE: sialic acid esterase
Siglecs: sialic‐acid‐binding immunoglobulin‐like lectins
SOAT: sialic acid‐specific O‐acetyltransferase
super‐DHB: super‐2,5‐dihydroxybenzoic acid
TFA: trifluoroacetic acid

## 1 INTRODUCTION

Calorie restriction (CR), the long‐term reduction in calorie intake without causing malnutrition, is the most effective way to extend life by far. CR extends the healthy life span of varies organisms, including yeast, worms, rodents, and primates (Mattison et al., 2017; Weindruch, 1996). Meanwhile, as the most effective anti‐aging intervention, CR can delay or suppress age‐related biological changes and chronic metabolic diseases, including diabetes, cardiovascular diseases even cancers (Colman et al., 2009; Kim et al., 2020; Napoleao et al., 2021). CR also plays an effective anti‐inflammatory role in different diseases (Procaccini et al., 2023). Many studies have shown the positive effects of CR on health, both after short and long periods of CR, resulting in weight loss and improvement of physiological markers (Ma et al., 2020; Most et al., 2017). Therefore, understanding molecular basis might provide new insights for finding biomarker and intervention for aging and age‐related diseases.

Glycosylation, as one of most important and universal of post‐translational modification, is not controlled by template coding like protein, but is concurrently influenced by glycosyltransferases and glycosidases, nucleotide sugars, and transporters. Therefore, the spatial and temporal changes of glycosylation are more likely to reflect the real time state of cells (Haltiwanger & Lowe, 2004; Knezevic et al., 2010; Ohtsubo & Marth, 2006). The cellular physiological environment undergoes complex changes during aging and disease. Earlier studies found regular changes in serum N‐glycans with aging. For example, three N‐glycan structures (NGA2F, NA2FB, and NA2F) were observed to be age‐related, and an age‐dependent rise in the relative abundance of agalactosylated glycans was observed in both males and females (Vanhooren et al., 2007, 2009). In addition, plasma glycosyltransferase levels also showed an age‐related changing (Catera et al., 2016). Meanwhile, the alterations in protein glycosylation profiles were also reported associated with age‐related diseases, such as cancer and metabolic syndrome (Rudman et al., 2019; Silsirivanit, 2019). In recent report, after 8 weeks on a low‐calorie diet (LCD), the obese subjects showed a shift in their IgG glycotypes from pro‐inflammatory to anti‐inflammatory activity (Deris et al., 2022). Moreover, in mice serum, CR, as an effective anti‐aging intervention in mammals, has been reported that can affect age‐related fucosylated glycans change in mice (Vanhooren et al., 2011). However, the effect of CR on the level of global N‐glycans remains unknown because only few serum glycans after removing sialic acid residues were detected previously.

Although serum N‐glycans analysis after desialylation can effectively analyze fucosylated glycan changes, profiling the global N‐glycans retaining the sialic acid residues is very important. One reason is that desialylation makes it difficult to determine whether some neutral glycans detected are produced after the removal of sialic acid. Another reason is the loss of sialic acid information. Sialylated glycans has been reported to be associated with aging and age‐related diseases including inflammation and cancer (Taniguchi & Kizuka, 2015; Zhang et al., 2018). For instance, elevated sialylated is a common feature of various tumor cells, and changes in serum sialylation are associated with tumor transformation and disease progression (Berbec et al., 1999; Wongkham et al., 2001; Zhang et al., 2018). It was found that sialic acid structures can specifically bind to sialic‐acid‐binding immunoglobulin‐like lectins (siglecs) which are inhibitory receptors on immune cells, and regulate immune cell responses and cancer progression (Hudak et al., 2014; Schwarz et al., 2015). What's more, sialic acid is a special monosaccharide of N‐glycan with a negative charge in the cell environment. There may be functional group modifications on sialic acid at the C‐4, C‐7, C‐8, and C‐9 hydroxyl groups, among which O‐acetylation is widely found (Schauer, 1970a, 1970b). In the Golgi, SOAT can add acetyl groups provided by acetyl‐CoA to CMP‐sialic acid, and deacetylation of O‐acetylated sialic acid is mediated by SIAE (Mandal et al., 2015; Visser et al., 2021). O‐acetylation increases the hydrophobicity of sialic acid and has an effect on antigen and lectin recognition. For example, O‐acetylation reduces the binding ability of siglec‐2 on the surface B cells to sialic acid, which may be a molecular switch for signaling (Cariappa et al., 2009; Sjoberg et al., 1994).

In this study, we investigated the effect of CR on serum N‐glycans globally including all of original N‐glycans released from serum glycoproteins. We subjected C57BL/6 mice of both genders to caloric restriction and quantified serum N‐glycome at seven time points (15w, 19w, 23w, 27w, 31w, 35w, 60w). In addition, our method is different from previous quantitative methods, which quantified and normalized each glycan by calculating its peak intensity to the total signal intensities of all glycans in one sample. On the contrary, in the Bionic Glycome Quantitation method we employed (Qin et al., 2019), each glycan has its own internal standard and thus the level of each glycan can be quantified individually in the sample with CR treatment or not. Finally, 58 glycans were identified by this method, of which 45 glycans can be quantified. The majority of glycans, including galactosylated and high mannose glycans, showed a consistent low level in CR group across all the seven time points. Interestingly, the minority of O‐acetylated glycans which only had α2,6‐linked sialic acid showed a consistent high level in CR group. Considering the reported masking effect of O‐acetylation on terminal sialic acid (Cariappa et al., 2009; Sjoberg et al., 1994), the low level of serum N‐glycans may contribute to the health beneficial effect of calorie restriction. Liver transcriptome analysis further revealed significant changes in N‐glycan synthesis genes and pathways, confirming the possible important role of N‐glycans in the process of calorie restriction and the great potential for N‐glycans to develop into biomarkers.

## 2 MATERIALS AND METHODS

### 2.1 Animals and reagents

C57BL/6 mice of 8 weeks years old (*n* = 120) were purchased from Shanghai jiesijie experimental animal Co., Ltd. All animal experiments were in accordance with the requirements of the Animal Experiment Ethics Committee of Fudan University and were approved. Animals were maintained on commercial normal diet (proteins 24.02%, fat 12.95%, carbohydrates 63.03%, 3.44 kcal/g) from Beijing Keao Xieli Feed Co., Ltd. Complete diet composition is listed in Table S1. The environment was kept at 23 ± 2°C, and 12 h light/dark cycle with light on at 06:00 a.m.

*Reagents*: Sodium dodecyl sulfate (SDS), 1‐hydroxybenzotriazole monohydrate (HOBt), sodium borodeuteride (NaBD_4_), formic acid (FA), trifluoroacetic acid (TFA), sodium hydroxide (NaOH), super‐2,5‐dihydroxybenzoic acid (super‐DHB), 10 × phosphate buffered solution (PBS), dimethyl sulfoxide (DMSO) and Sepharose CL‐4B were purchased from Sigma Aldrich. Acetonitrile (ACN) and ethanol (EtOH) were provided by Merck Millipore. NP‐40 and peptide‐N‐glycosidase F (PNGase F) were from New England Biolabs (Inc.). The FiltrEX™ 96‐well Clear Filter Plates with 0.2 μm PVDF Membrane were from Corning. Milli‐Q water (MQ) was provided by Milli‐Q system.

### 2.2 Diets and samples collection

Prior to the diet intervention, the food was weighed at the same time every day for 2 weeks, and the average of the reduced food intake was used as the normal intake. At the start of the diet, 12‐week‐old animals were randomly divided into two groups, AL (ad libitum) group (30 male and 30 female) and CR group (30 male and 30 female). AL group were maintained in groups of five animals; each mouse of CR group was kept in a separate cage to prevent food competition. CR mice were fed once per day 2 h after the lights turned off, and food was placed onto the floor of cage. AL group were fed in the hopper. CR mice get 10 percent less per week until they reached 30 percent calorie restriction, while AL group receiving normal diet ad libitum. All mice were provided with ad libitum access to water. All of the mice were weighed every 2 weeks.

Blood samples were collected from the eye socket of mice by using capillary tubes without sacrificing the mice. Serum samples were collected on 15w, 19w, 23w, 27w, 31w, and 35w between 14:30 and 16:00 p.m. Samples were centrifuged at 3000 rpm for 10 min after 3 h quiescence. The serum was separated and stored at −80 degrees. Serum samples had not been frozen and thawed more than three times.

After 18 weeks of CR diet, 30‐week‐old male mice (*n*[AL] = 3 and *n*[CR] = 4) were euthanized by cervical dislocation between 14:30 and 16:00 p.m. Liver tissues were rapidly harvested and then flash‐frozen in liquid nitrogen and stored at −80°C. At 60 weeks old, all of the remaining mice were euthanized in the same way. Blood was obtained before sacrificed by enucleation of the eyeball, and serum was separated by the method described above. White adipose tissues (WAT) were collected and fixed in formalin.

### 2.3 Serum protein quantification and adipose tissue staining

According to the manufacturer's method, the serum of three time points (15w, 27w, 31w) were selected randomly for protein content quantification by Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific).

Formalin‐fixed WAT were embedded in paraffin (three mice per group). All the samples were cut into 5–6 μm paraffin sections and stained with hematoxylin and eosin (H&E). Finally, a Nikon light microscope (Nikon) was used to scanned for the entire field of view of paraffin sections, and images at 20× and 40× resolution were obtained.

### 2.4 N‐glycans release and Bionic Glycome preparation

As for N‐glycans release, 10 μL 2% SDS was added to 5 μL of serum and incubated at 60°C for 10 min. After denaturation, adding 10 μL enzymatic hydrolysis buffer (4% NP‐40 and 5 × PBS) and 1 μL PNGase F and the reaction was carried out overnight at 37°C.

The Bionic Glycome Method was used to make the internal standards (Qin et al., 2019). We selected mouse serum randomly to make a serum mix. The mix was precipitated with twice the volume of ice EtOH. The supernatant was transferred to a new centrifuge tube; 1% volume of FA was added and incubated at 37°C for 2 h. 2 M of freshly prepared NaBD_4_ solution was used for internal standard reduction and reacted at 60°C for 2 h. Moreover, we optimized the purification part from before. We used Sepharose beads instead of the HILIC SPE column of cotton to simplify the procedure without compromising the purification effect. This facilitates the preparation of internal standards in large quantities. The activated Sepharose CL‐4B beads were added to the 96‐well PVDF membrane, and the samples were added to the wells and incubated for 15 min. After centrifugation, the beads were washed with 200 μL of 95%ACN containing 1%TFA to fully remove impurities. Finally, the glycans were eluted with MQ and concentrated by vacuum centrifugation, dried and stored at −80°C.

### 2.5 Sialic acid derivatization and purification of N‐glycans

Two μL of released N‐glycans or internal standard (10 μL of MQ redissolved) was added with 20 μL of derivatization reagent (250 mM EDC and 250 mM HOBt dissolved in EtOH) and reacted for 1 h at 37°C. After cool down to room temperature, 22 μL of ‐ACN was added and the reaction was carried out at −20°C for 15 min. The precipitated proteins were removed, and the glycans were purified using HILIC‐SPE tips made of cotton as reported in previous studies (Reiding et al., 2014). Purified glycans finally eluted in 10 μL of MQ.

### 2.6 MALDI‐TOF‐MS analysis

Bruker ultrafleXtreme laser equipped with Smartbeam‐II was used to detect the purified glycans in a reflected positive ion mode combined with the support of proprietary software Flexcontrol 3.4 (Bruker Daltonics). Calibration was performed using the Bruker Peptide Calibration Standard II. Each purified sample was mixed with an equal volume of the internal standard and dot 1 μL on a MTP 384 target plate polished steel BC (Bruker Daltonics), with three duplicate dots per sample. After air‐dried, 1 μL of substrate (newly prepared 5 mg/mL super‐DHB, dissolved in 1 mM NaOH in 50% ACN) was added and allowed to dry at room temperature. The range of m/z ratio was set from 700 to 3500. Laser emission was set at 10,000 laser shots and strafed samples with 100 shots per grating spot by complete random walk at a frequency of 1000 Hz; the laser voltage is set at 68 V. Glycans structures were confirmed by tandem mass spectrometry (MALDI‐TOF‐MS/MS), and GlycoWorkbench (version 2.1) (https://code.google.com/p/glycoworkbench/) was used for fragmentation spectra analysis.

### 2.7 Data processing and statistical analysis

The mass spectrograms were analyzed using flexAnalysis (Bruker Daltonics). Through the known m/z ratio (1647.5865 (H4N4F1), 1836.65066 (H4N4Ge1), 2479.88342 (H5N4F1Ge2), 1998.70346 (H5N4Ge1), 2287.77848 (H5N4Ge1Gl1), 2333.82552 (H5N4Ge2), 2622.90054 (H5N4Ge2Gl1)), the instrument was calibrated to reduce mass drift between sample batches. A total of 58 pairs of glycans were identified (S/N > 3). The data processed by flexAnalysis software were further imported into the commercial BioPharma Compass software (Bruker Daltonics) to extract peak signal intensity of each N‐glycan spectrum. The relative peak signal intensity (light/heavy peak intensity) of each pair of target peaks was used for quantification, and the average signal intensity of three repeats was included in the quantitative analysis. A total of 58 glycans were identified, of which 45 glycans with coefficient of variation (CV) less than 25% in the reproducibility test were selected for quantification, and 18 derived glycosylation traits were further calculated (Tables S2 and S3). The formula used is shown in Table S4.

To exclude the effect of outliers, we removed outliers larger than Q3 + (1.5) × IQR or smaller than Q1 − (1.5) × IQR, where IQR = Q3 − Q1 (Q1 is 25% quantile and Q3 is 75% quantile). Statistical analysis was performed by IBM SPSS Statistics 20 (IBM Corporation), GraphPad Prism7.0 software (GraphPad Software Inc.), and R 4.1.0.(R Foundation for Statistical Computing) were used to create the diagrams. The difference between glycans was compared using an unpaired Student's *t*‐test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### 2.8 Validation by isotope‐labeled permethylation method

To validate our results, we designed an isotope‐labeled permethylation derivatization method for the quantification of glycans. The samples were subjected to methylation derivatization as shown previously (Blomme et al., 2011). Briefly, NaOH pellets and DMSO were grind thoroughly, and 0.2 mL was added to the dried sample purified by Sepharose. Add 0.2 mL of iodomethane, shake thoroughly for 1 h and then add water to quench the reaction. Add chloroform to extract the glycans and remove the aqueous phase. Multiple additions of water were used for extraction to achieve purification. In addition, the mixed serum was purified and derivatized with deuterated iodomethane, and the rest of the processing was the same. After spin‐drying and re‐dissolving with 50% methanol, the sample and the internal standard were mixed for MALDI‐TOF‐MS analysis.

### 2.9 Liver transcriptome analysis

Liver tissues were used for transcriptome analysis. Genome‐wide gene expression profiling with 150 bp paired‐end reads length was performed on Illumina platform. Briefly, mRNA was purified from total RNA using poly‐T oligo‐attached magnetic beads. cDNA library constructed by reverse transcription synthesis and was detected by Agilent 2100 bioanalyzer to conform the integrity and total amount. According to the manufacturer's instructions, the clustering of the index‐coded samples was done, and the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired‐end reads were produced.

Differential expression analysis was performed by the DESeq2R package (1.20.0). To control the false discovery rate, the obtained *p*‐values were adjusted by Benjamini and Hochberg's method. Gene Ontology (GO) enrichment analysis of differently expressed genes and statistical enrichment in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were implemented by the cluster Profiler R package. Gene Set Enrichment Analysis (GSEA) is a computational method used to determine whether a given set of genes can show significant consistency differences between two biological states. We use the local version of the GSEA analysis tool (http://www.broadinstitute.org/gsea/index.jsp), and GO and KEGG were used for GSEA independently. The RNA‐seq data have been submitted to the Gene Expression Omnibus (GEO) database, and the accession number is GSE219147.

## 3 RESULTS

### 3.1 Calorie restriction caused a generalized downward in serum N‐glycome without protein decline

The experimental design is illustrated in Figure 1. A total of 120 C57BL/6 mice of 12 weeks old were randomly divided into two groups and exposed to ad libitum (AL) and calorie restriction (CR) diet. Mice in CR group (*n* = 60) were kept in separate cages and reduced by 10% per week until they stabilized at 30% calorie restriction after 3 weeks. During this process, food was placed at the bottom of the cage for easy access, and no food was left. The AL group (*n* = 60) was free to eat every day. The daily food intake of CR mice was 2.6–3.0 g, and energy was 8.944–10.32 kcal.

**FIGURE 1:**
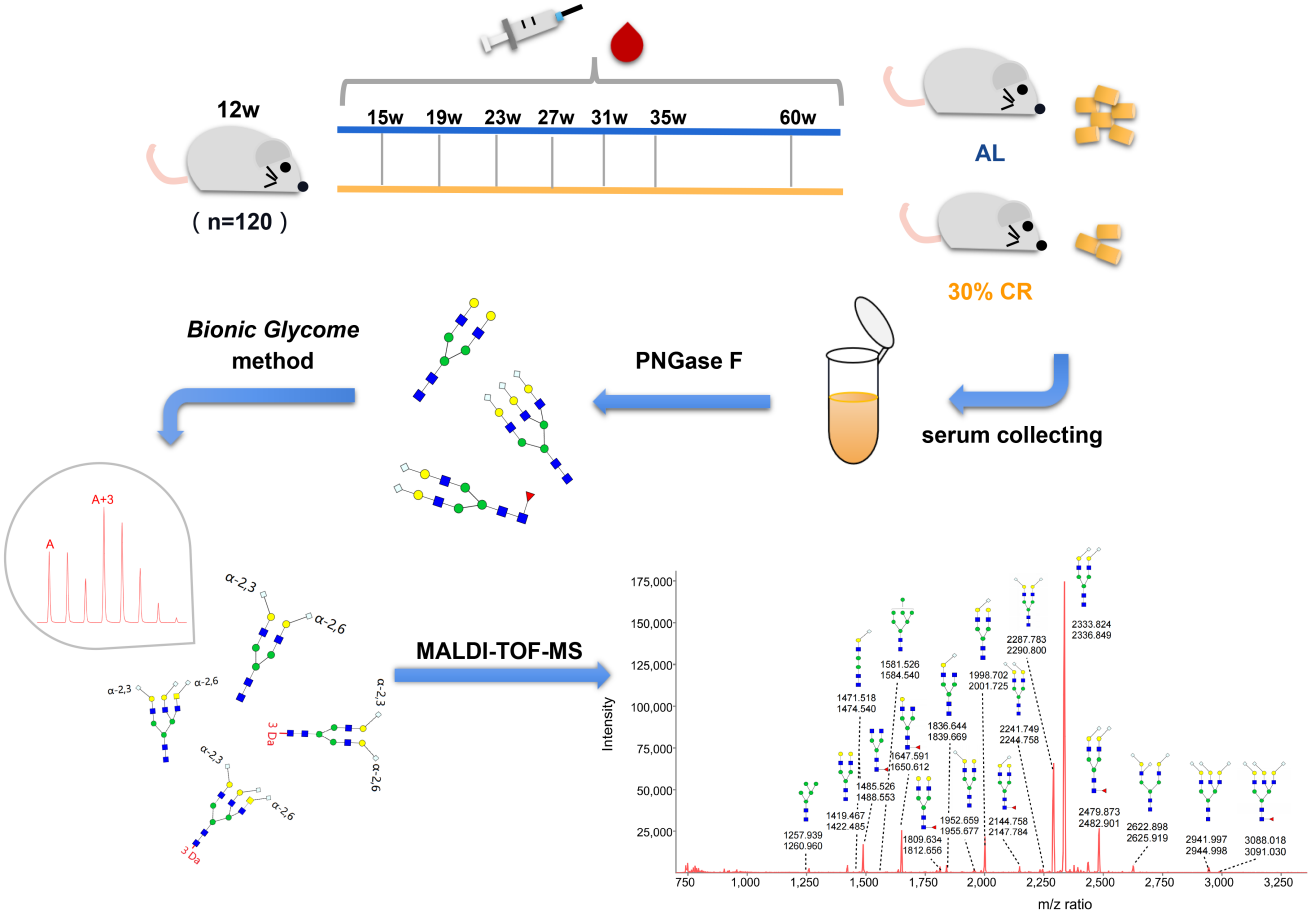
Experimental design for assessing the effect of calorie restriction on serum N‐glycans in mice. Bionic Glycome method provided an internal standard with 3 Da difference for each glycan to achieve accurate glycome quantitation. Structural symbols: blue square: N‐acetylglucosamine; green circle: mannose; red triangle: fucose; yellow circle: galactose; anticlockwise white diamond: α2,3‐linked N‐glycolylneuraminic acid; clockwise white diamond: α2,6‐linked N‐glycolylneuraminic acid.

In order to comprehensively analyze the dynamic changes in the serum N‐glycome of mice under long‐term CR, 562 serum samples were collected from the eye sockets. We selected several serum samples randomly to mix and prepared Bionic internal standards (IS), so as to better cover the total N‐glycome of serum proteins and avoid the lack of IS peaks. After derivatization and purification, internal standards and samples were mixed for MALDI‐TOF‐MS detection (Figure 1). Representative spectrogram was shown in Figure S1 (some glycans are not indicated). After caloric restriction, the body weight of both male and female mice decreased significantly, and gradually stabilized after reaching 30%CR (Figure 2a,b). Through the hematoxylin and eosin (H&E) stain of WAT, we found that the adipocyte size of WAT tissue of mice was significantly reduced after calorie restriction (Figure 2c,d).

**FIGURE 2:**
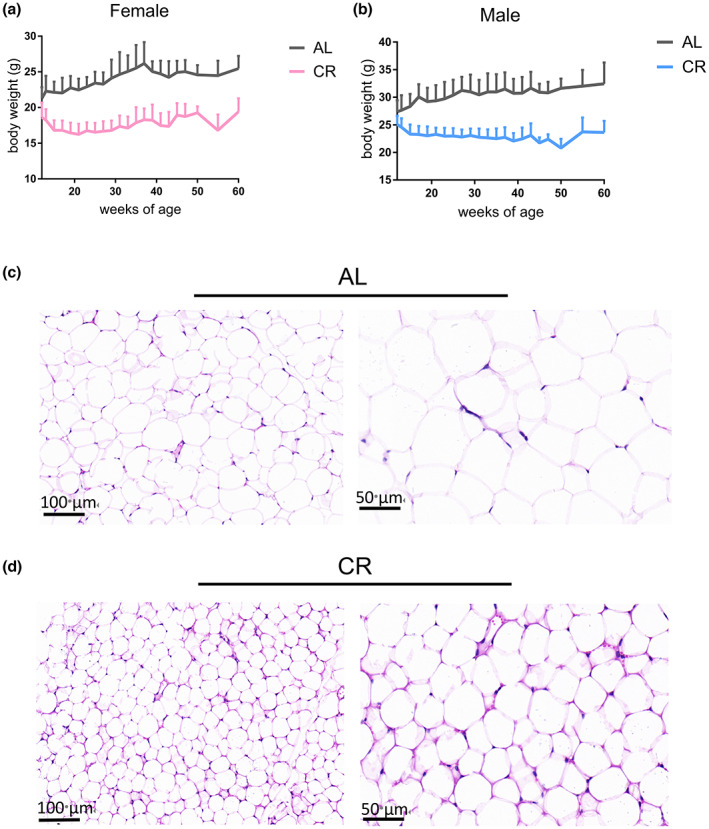
Physiological changes during calorie restriction. (a, b) Significant weight loss in both sex under CR. (c, d) Representative images of adipocyte size in AL and CR group at 60w in male mice. The size of adipocytes was significantly reduced after CR treatment.

Combining previous studies (Reiding et al., 2016; Rombouts et al., 2016) and tandem mass spectrum data, a total of 58 serum glycans were identified, of which 45 glycans were quantified (CV < 25%). To the best of our knowledge, this is the most N‐glycans identified in the mice serum of CR. The accuracy of our quantitation was further verified by the permethylation method. We compared the glycans identified by both methods, two derivatization methods yielded consistent results (Figure S2). However, the number of glycans identified was less due to the lack of recognition of sialic acid‐linked isomers by the permethylation method.

The change of each quantified N‐glycans during aging in AL and CR groups is shown in the heat map (Figure 3). As shown in the figure, compared with fucosylated glycans, afucosylated glycans were more abundant in the serum N‐glycans of mice. In addition, sialic acid linked to α2,3 and α2,6 can be distinguished in this study, and the sialic acid with O‐acetylation modification was also detected. The structures of 6 glycans were further identified by tandem mass spectrometry (Figure S3). Most of the identified glycans showed a significant and stable lower level at every time points in CR group. In order to elucidate whether this decrease was caused by changes in protein abundance, serum protein concentrations were assessed for three time points (Figure S4). We found that the amount of protein did not decrease and even increased slightly. Thus, calorie restriction caused a global decrease in serum N‐glycome levels without reducing serum protein levels.

**FIGURE 3:**
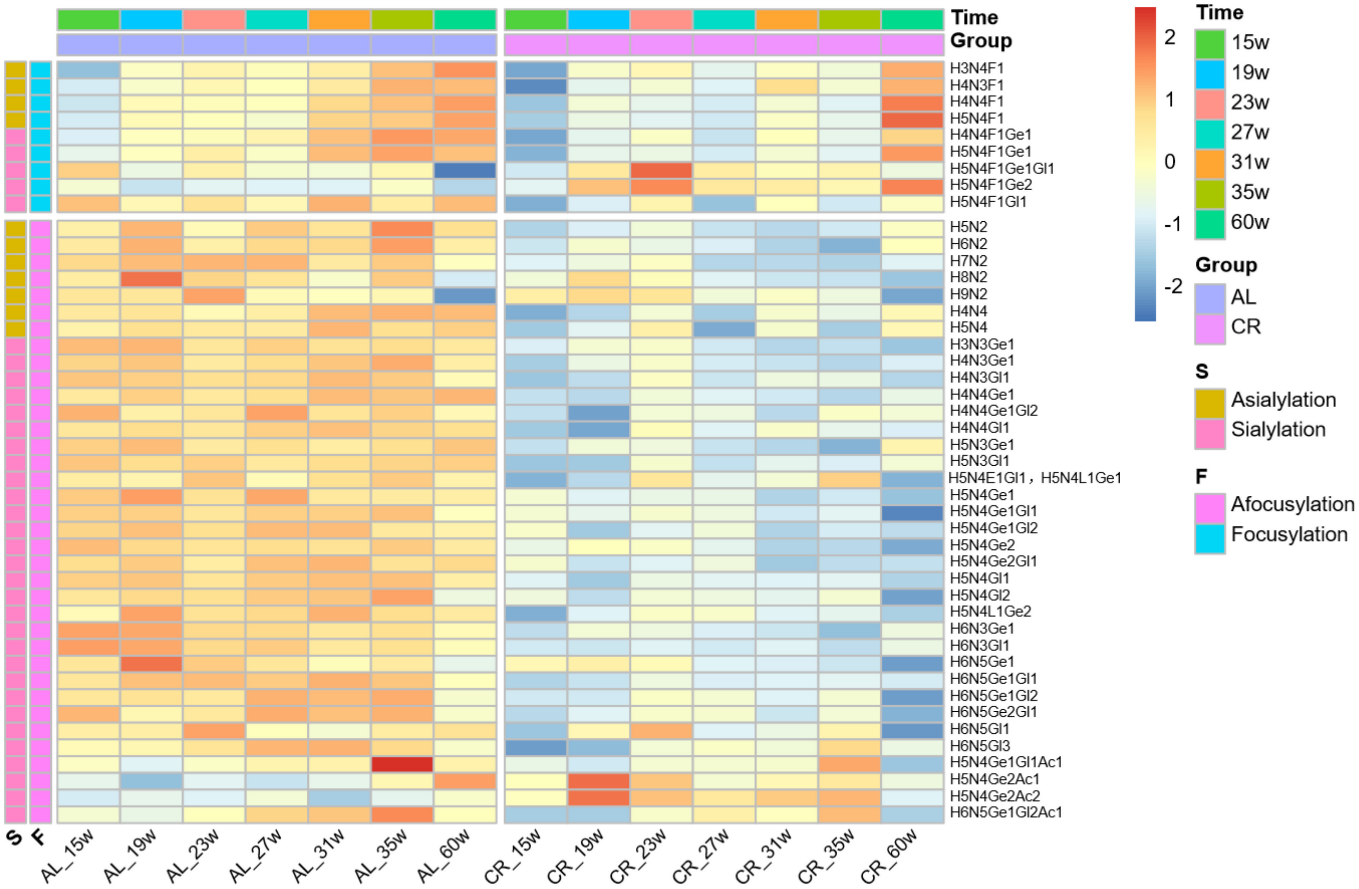
Heatmap of individual serum glycans change at seven time points (15w, 19w, 23w, 27w, 31w, 35w and 60w) in AL and CR groups. The value of each glycan in the heatmap is transformed by log_10_. A total of 45 glycans were quantitatively analyzed. Time, group, and derived glycans traits of S (asialylation and sialylation) and F (afocusylation and focusylation) were labeled on the side. O‐acetylated sialylated glycans were also identified, and majority of the glycans were decreased significantly in CR group. Structure abbreviations: Ac, O‐Acetylation of N‐glycolylneuraminic acid; E, ethyl esterified N‐acetylneuraminic acid (α2,6‐linked); F, fucose; Ge, ethyl esterified N‐glycolylneuraminic acid (α2,6‐linked); Gl, lactonized N‐glycolylneuraminic acid (α2,3‐linked); H, hexose; L, lactonized N‐acetylneuraminic acid (α2,3‐linked); N, HexNAc.

### 3.2 Derived glycosylation traits changed during calorie restriction

In addition to analyzed and compared the total N‐glycome at the level of individual glycan structures, derived glycosylation traits were further assessed. We analyzed and compared the level of glycosylation traits derived based on structural similarity between AL and CR group (Figure 4 and Figure S5). It is found that the abundance of three types of glycans (high mannose, hybrid, and complex) was decreased obviously, and glycans with different antenna numbers also decreased in CR group. As for the derived glycosylation traits based on the component of monosaccharide, we found that the level of galactosylation and sialylation of per antenna remained low after CR, while fucosylation was not affected.

**FIGURE 4:**
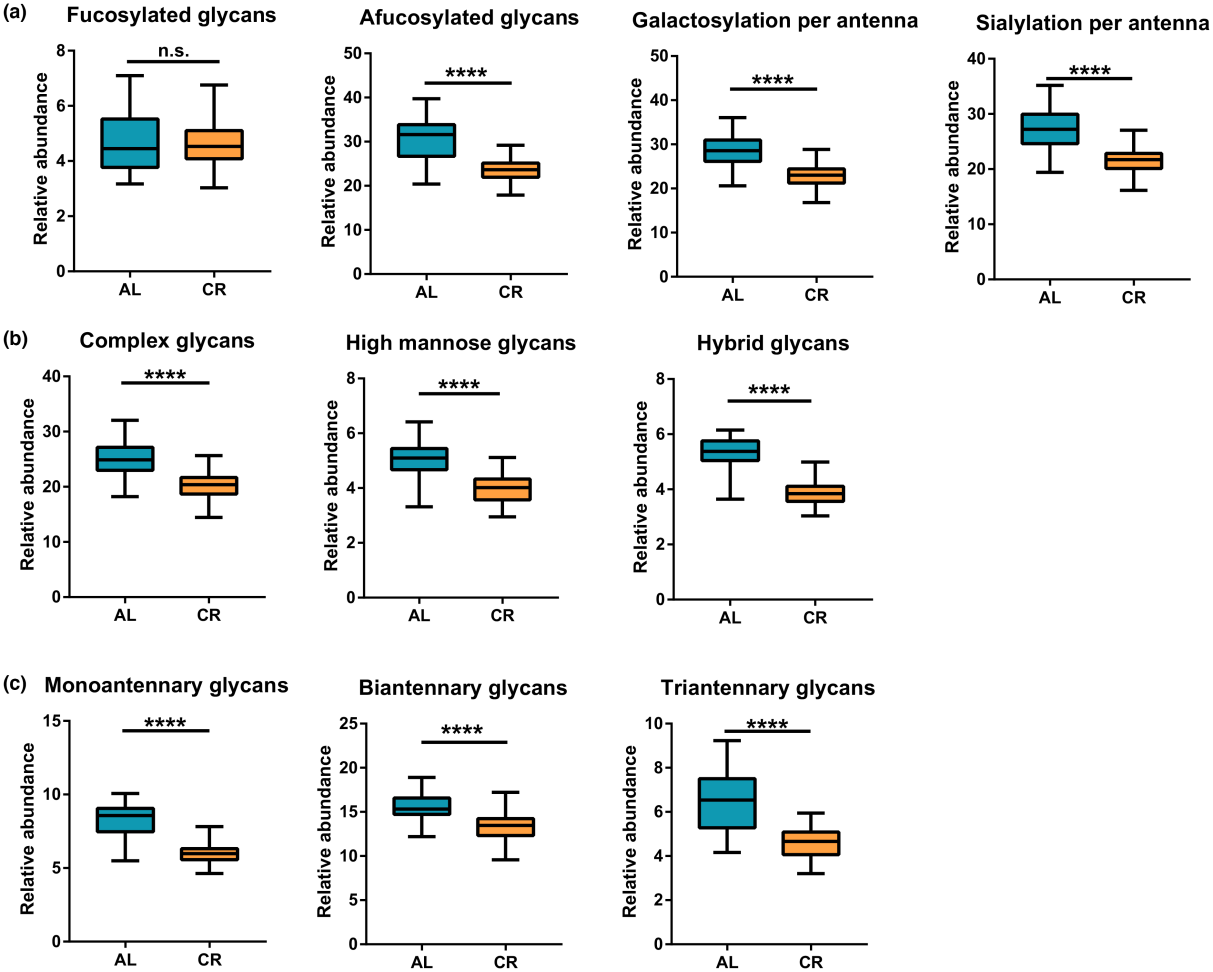
Relative abundance of derived glycosylation traits in AL and CR group. All serum samples from all seven time points were included in the analysis between glycans and CR. (a) According to the monosaccharides of glycans, four traits were divided into fucosylation, afucosylation, galactosylation per antenna, and sialylation per antenna. (b) As for structure, derived features included high mannose glycans, hybrid glycans and complex glycans. (c) Monoantennary, biantennary, and triantennary glycans were distinguished by antenna numbers. The difference between traits was compared using an unpaired Student's *t*‐test. The *p*‐value was considered significant if it was below 0.05. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. “n.s.” stands for no significant difference.

We further investigated whether gender difference has an effect on the alteration in derived glycan traits. Considering previous researches have reported that higher levels of core fucosylation were in females than in males in humans and mice (Ding et al., 2011; Han et al., 2020), we analyzed the effect of gender on the fucosylation. We found that the fucosylation level was significantly higher in female mice than that in male for both AL and CR groups (Figure S6a,b). Male had higher levels of afucosylated glycans. The result was consistent with previous findings. After CR treatment, the level of fucosylation trait showed opposite changing trend in male and female mice. Among the 9 fucosylated glycans we analyzed, the male of CR group increased mainly in the two biantennary sialoglycans (H5N4F1Ge1Gl1 and H5N4F1Ge2). Females in the CR group showed a significant decline in most glycans (Figure S6c–k). This suggested that fucosylation is significantly affected by sex, and its change with calorie restriction may be adjusted by sex. In contrast, when we analyzed the effect of gender on the other glycan traits, we found they tended to decrease in both sexes after CR, and interestingly, more in male (Figure S7). Therefore, we considered them as a group for further analysis.

### 3.3 N‐glycans with α2,3/α2,6‐linked sialic acid decreased while with O‐acetylated sialic acid interestingly elevated

Since the approach we employed allows detection and quantitation of individual N‐glycans with α2,3/α2,6‐linked sialic acid as well as O‐acetylated sialic acid, which are considered to play an important role in biological processes, we also evaluated the effect of CR on the properties of these sialic acid‐derived traits, as shown in Figure 5 and Figure S8. Neu5Gc, as the main form of sialic acid in mice serum, decreased in both linkage types after CR. At the same time, the sialoglycans in the form of Neu5Ac were less in the mice serum and also decreased in the CR group. Branched sialic acid showed the same change. Interestingly, the O‐acetylated sialic acid was significantly elevated. It is worth mentioning that acetylation of sialic acid has been reported to have the effect of masking sialic acid (Sjoberg et al., 1994; Visser et al., 2021).

**FIGURE 5:**
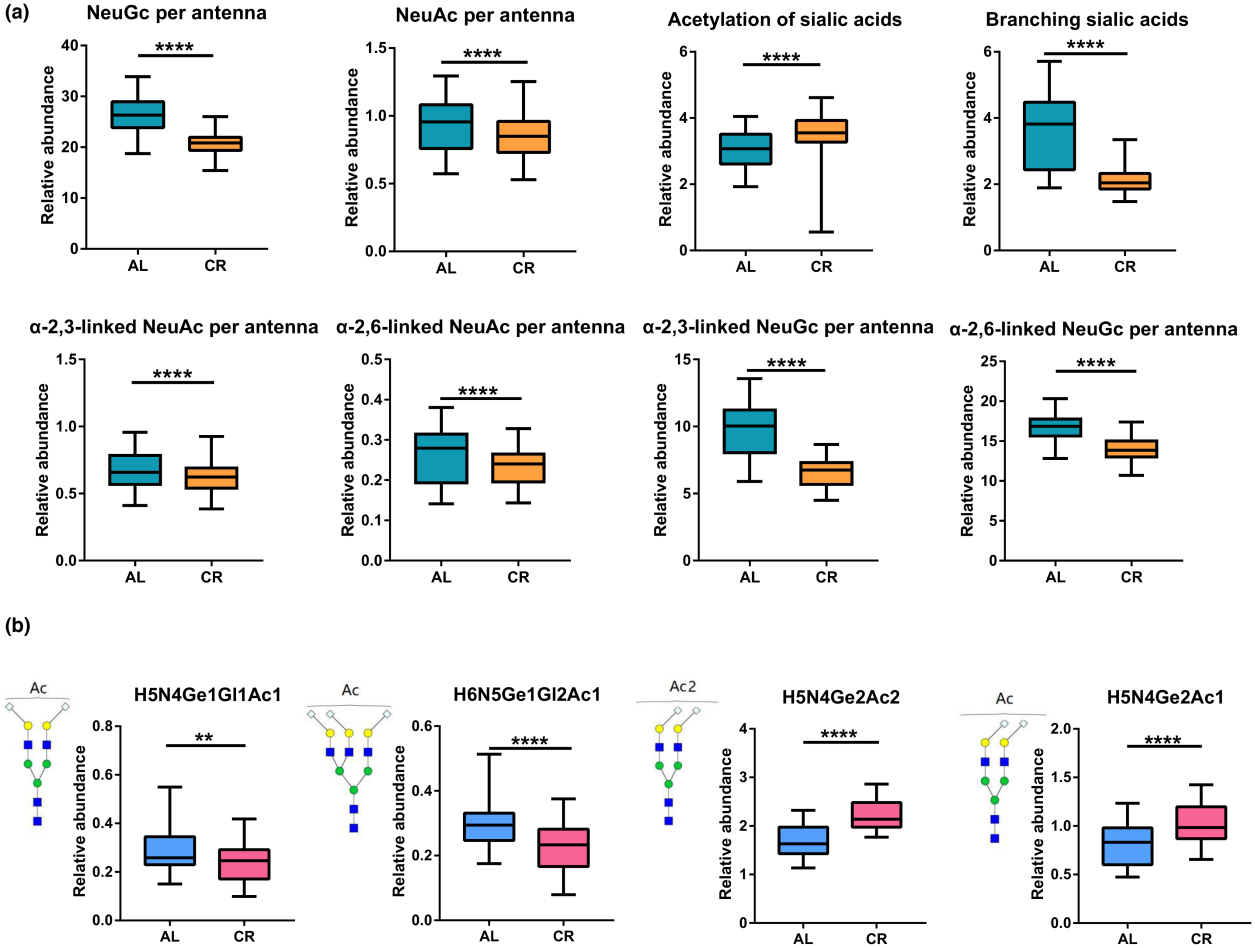
Relative abundance of derived traits of sialylation and O‐acetylated sialic acid glycans between AL and CR group. (a) Based on the link types and modification signatures, a total of 8 derived traits of sialylation were divided. “Branched sialic acid” is the glycans with disialylated antennae. (b) Changes of the glycans with O‐acetylated sialic acid during CR. Among the four acetylated sialoglycans that could be used for quantification, the two glycans only connected with α2,6 sialic acid (H5N4Ge2Ac1 and H5N4Ge2Ac2) increased significantly, H5N4Ge1Gl1Ac1 and H6N5Ge1Gl2Ac1 showed a decrease in the process of CR. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

Figure 5b shows the changes of the four O‐acetylated sialic acid glycans we identified under caloric restriction. We found that the abundance of H5N4Ge1Gl1Ac1 and H6N5Ge1Gl2Ac1 decreased after CR. However, the glycans containing only with α2,6‐linked sialic acid but not α2,3‐linked sialic acid modifications increased obviously during CR treatment. Previous studies have demonstrated 9‐O‐acetylation and the regulation of SIAE are related to the formation of α2,6‐linked sialic acid by ST6Gal1 (Grabenstein et al., 2021), suggesting a possible regulatory relationship between α2,6‐linked sialic acid and O‐acetylation in CR.

### 3.4 Liver transcriptome analysis showed that N‐glycan synthesis was significantly affected

Liver is the secretory organ of most serum proteins, participating in the body's energy metabolism, and also is responsible for maintaining metabolic homeostasis. 

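Liver RNA was sequenced from 7 male C57BL/6 mice at 30 weeks of age, 3 fed ad libitum (AL) and 4 on caloric restriction (CR) for 18 weeks, which was stepped up to 30% over the first 3 weeks, with 1 library per mouse. Livers of both groups were taken in the afternoon. CR mice were housed singly and received 1 meal a day, whereas AL mice shared cages, so that housing and the time since the last meal differed together with the diet. Poly(A) RNA was selected with poly-T beads and sequenced in paired-end reads. The submitters' processing notes name HISAT2 2.0.5, featureCounts 1.5.0-p3 and the genome build GRCm38. The deposited values are FPKM (fragments per kilobase of gene, scaled to depth) for 54532 genes, of which 25678 were above 0 in at least 1 library. In each library FPKM times gene length gave whole multiples of a single step, with a largest deviation of 0.00033 reads, and the multiples were taken as the reads counted in genes. They summed to 15972304, 16101631 and 15641740 reads in AL replicates 1 to 3 and to 19900806, 16486665, 17323373 and 19678155 reads in CR replicates 1 to 4. At this depth 1 read in a gene of 2 kb equals 0.025 to 0.032 FPKM. Mitochondrial genes held 4.85%, 4.2% and 3.92% of the reads in AL replicates 1 to 3 and 7.86%, 8.09%, 5.62% and 6.19% in CR replicates 1 to 4, and the 10 most abundant genes held 15.5% to 16.1% in AL livers and 19.2% to 21.6% in CR livers. Differential expression was tested with limma on log2(FPKM + 0.1) over the 12699 genes with at least 0.5 FPKM in at least 3 libraries. Fold changes are on that scale, which understates the change of low genes. Gene lists were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 34 lists. The strand of the reads is not given in the sources used here, so overlapping genes on opposite strands cannot be told apart.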

To gain more insights into the regulation of N‐glycosylation under caloric restriction, liver transcriptome analysis for both AL and CR group was performed in this study. 

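Livers of the same diet resembled each other more than livers of different diets. Over all 54532 genes, the squared Pearson correlation of log2(FPKM + 1) averaged 0.976 among AL livers, 0.979 among CR livers and 0.930 between AL and CR livers. The lowest value within a group was 0.969, between AL replicates 1 and 3, and the highest value between groups was 0.938, between AL replicate 2 and CR replicate 4. The mean within groups exceeded the mean between groups by 0.0478. The largest excess among the other splits of the 7 livers into 3 and 4 was 0.022 (one-sided exact permutation test over 35 splits, p = 0.029, the smallest p the design allows). CR livers formed closer pairs, with 0.985 between replicates 1 and 2 and 0.983 between replicates 3 and 4, against 0.975 to 0.977 for the other CR pairs. These correlations run across genes, which are not independent replicates. Without the log transformation AL replicates 1 and 3 reached only 0.756, below the 0.838 of AL replicate 1 and CR replicate 3.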

Samples within the group had a strong Pearson correlation (Figure S9a). 

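AL and CR livers lay apart on the first principal component of log2(FPKM + 1), which held 63.0% of the variance over 25678 genes. AL livers scored -47.1, -44.4 and -40.1 and CR livers 35.4, 36.0, 31.3 and 28.9 on it. The gap of 76.8 between the group means exceeded that of every other split of the livers, the highest being 59.9 (exact permutation test over 35 splits, p = 0.029). The second component held 11.7% and separated livers within each diet. AL replicate 3 scored -27.5 on it, and AL replicates 1 and 2 scored 15.2 and 8.18. CR replicates 1 and 2 scored -13.0 and -13.7, and CR replicates 3 and 4 scored 15.5 and 15.4. AL replicate 3 also held the most transcripts of some acute-phase proteins, which the liver secretes in inflammation, from a list written after the data were seen. Saa1, serum amyloid A, was 4176 FPKM in that liver and 771 and 748 FPKM in AL replicates 1 and 2, and Lcn2, lipocalin, was 765 FPKM against 33.8 and 35.1 FPKM, whereas Saa4, Fga, Fgb and Fgg were about level and Steap4, Hamp, Socs3, Cebpd and Il1rn were lower in that liver than in AL replicates 1 and 2.

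**Figure D1:**
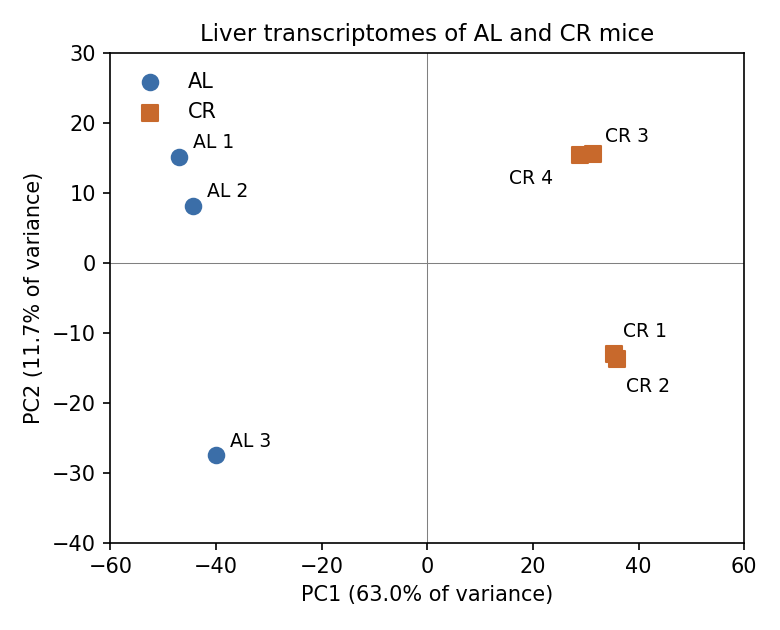
Scores of the 7 liver libraries on the first and second principal components, with the percent of variance on each axis; each point is 1 mouse, circles AL and squares CR. The 3 AL livers lie between -47.1 and -40.1 on the first component and the 4 CR livers between 28.9 and 36.0, and AL replicate 3 lies lowest on the second.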

Principal component analysis (PCA) of transcriptomic data (Figure S9b) indicated the significant differences between different feeding patterns. Venn diagram was used to show the differential expression of AL and CR groups (Figure S9c). 

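With a mean above 1 FPKM counted as expressed, 9969 genes were expressed in both groups, 614 in AL livers only and 513 in CR livers only. The AL group alone held Cfd, complement factor D and a marker of adipocytes, at 5.18 ± 1.55 FPKM (SD, n = 3) in AL livers and 0.0828 ± 0.166 FPKM (SD, n = 4) in CR livers (log2 fold change -5.15, standard error 0.57, adjusted p = 0.00116 from limma). Col1a1, a collagen chain, was likewise in that group, at 1.33 ± 0.156 FPKM in AL livers and 0.252 ± 0.0735 FPKM in CR livers (adjusted p = 0.00243 from limma). The CR group alone held Ppargc1a, a coactivator of mitochondrial and gluconeogenic genes, at 0.920 ± 0.152 FPKM in AL livers and 5.33 ± 1.10 FPKM in CR livers (log2 fold change 2.40, standard error 0.19, adjusted p = 2.15e-04 from limma). Slc22a26, an organic anion transporter, went from 0.214 ± 0.197 FPKM in AL livers to 94.8 ± 15.0 FPKM in CR livers (adjusted p = 9.40e-06 from limma). Most genes of either group lay close to the limit. Of the AL-only genes 503 were below 2 FPKM in AL livers, and of the CR-only genes 405 were below 2 FPKM in CR livers, with a median of 1.33 FPKM in both. Of the AL-only genes 223 passed limma's test as differing between the diets, as did 210 of the CR-only genes. Protein-coding genes made up 403 of the AL-only and 321 of the CR-only genes.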

There were 9969 shared transcripts, 614 specifically expressed transcripts in AL group and 513 specifically in CR group. 

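Major urinary proteins, the pheromone carriers made by male liver, fell furthest in CR, and xenobiotic and steroid enzymes rose furthest. Mup7 was 8638 ± 331 FPKM (SD, n = 3) in AL livers and at most 0.0592 FPKM in CR livers, and Mup12 was 5365 ± 1444 FPKM in AL livers and at most 0.0544 FPKM in CR livers. Mup15 and Mup17, at 1713 ± 475 and 2227 ± 1244 FPKM in AL livers, were listed at 0 FPKM in every CR liver. Hsd3b5, a steroid dehydrogenase, was 94.9 ± 31.7 FPKM in AL livers and 0.117 ± 0.0940 FPKM in CR livers (adjusted p = 8.74e-06 from limma). Saa2, a serum amyloid A, was 1608 ± 1909 FPKM in AL livers and 3.64 ± 5.38 FPKM in CR livers (adjusted p = 0.00163 from limma), with 3813 FPKM in AL replicate 3 and 535 and 477 FPKM in AL replicates 1 and 2. The P450 Cyp2b9 was 0.0228 ± 0.0395 FPKM (SD, n = 3) in AL livers and 148 ± 36.8 FPKM (SD, n = 4) in CR livers (adjusted p = 5.49e-07 from limma), and the fatty acid hydroxylase Cyp4a14 8.55 ± 1.61 FPKM in AL livers and 954 ± 227 FPKM in CR livers (log2 fold change 6.77, standard error 0.22, adjusted p = 2.06e-06 from limma). The sulfotransferase Sult2a2 was 0.0265 ± 0.0459 FPKM in AL livers and 488 ± 193 FPKM in CR livers, and the P450 Cyp2a4 0.0722 ± 0.0626 FPKM in AL livers and 152 ± 76.2 FPKM in CR livers (adjusted p = 7.68e-07 and 1.53e-05 from limma). Sult2a1 and Cyp2b13 were listed at 0 FPKM in every AL liver and reached 406 ± 223 and 70.8 ± 38.5 FPKM in CR livers.

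In total 500 genes rose and 520 fell at an adjusted p under 0.05 from limma and an absolute log2 fold change above 1, and 1433 rose and 1291 fell with no threshold on the fold change. With a pseudocount of 1 the counts were 287 and 341, with at least 1 FPKM required in every library 241 and 266, and the falling genes numbered 302 without AL replicate 1 and 301 without AL replicate 2. The paper gives 672 rising and 752 falling genes and names DESeq2 for its test, not limma on log2(FPKM + 0.1). The cause of the difference was not tested. Of the 100-base words in their transcripts, Mup15 shares 97.3%, Mup12 77.5%, Mup7 76.1%, Mup17 59.4%, Sult2a2 34.6%, Sult2a1 11.4% and Cyp2a4 11.2% with other genes, so that reads could be split between copies, and Cyp2b13 overlaps Rnf170-ps.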

The volcano plot showed that compared with the AL, 672 up‐regulated genes and 752 down‐regulated genes were found in CR (Figure S9d). 

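Many enzymes of xenobiotic metabolism rose in CR livers. Of 40 measured genes on the list of xenobiotic P450s, which also holds their reductase Por and the receptors Nr1i2 and Nr1i3, 22 rose, 6 fell and 12 did not pass limma's test (27 and 7 when adjusted over the list alone). Cyp2a5, which hydroxylates coumarin and nicotine, was 146 ± 30.3 FPKM (SD, n = 3) in AL livers and 1926 ± 323 FPKM (SD, n = 4) in CR livers (log2 fold change 3.72, standard error 0.19, adjusted p = 2.09e-05 from limma). Cyp2c39, an arachidonic and retinoic acid hydroxylase, was 0.817 ± 0.234 FPKM in AL livers and 13.4 ± 1.48 FPKM in CR livers (log2 fold change 3.91, standard error 0.20, adjusted p = 1.85e-05 from limma). Cyp2e1, the most abundant, was 2790.0 ± 277 FPKM in AL livers and 2986 ± 615 FPKM in CR livers (adjusted p = 0.791 from limma). The list's median log2 fold change was 1.07 (adjusted p = 2.09e-06 from limma's camera, and adjusted p = 0.233 with an estimated correlation), and 7 of its rising members are also on the list of female-biased liver genes. Of 21 glutathione transferases, which conjugate electrophiles to glutathione, 14 rose, 2 fell and 5 did not pass (14 and 2 adjusted over the list alone). Their median was 0.90 (adjusted p = 4.88e-05 from limma's camera, and adjusted p = 0.400 with an estimated correlation). Mgst3 was 7.26 ± 2.39 FPKM in AL livers and 41.1 ± 2.00 FPKM in CR livers (log2 fold change 2.54, standard error 0.21, adjusted p = 2.73e-04 from limma), and Gstt3 6.99 ± 1.98 FPKM in AL livers and 31.2 ± 2.45 FPKM in CR livers (adjusted p = 4.12e-04 from limma). Gstm1 was 548 ± 290.4 FPKM in AL livers and 2127 ± 1031 FPKM in CR livers and Mgst1 1317 ± 103 FPKM in AL livers and 980.3 ± 64.8 FPKM in CR livers (adjusted p = 0.0261 and 0.0362 from limma).

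Of 33 genes of arachidonic acid metabolism, 13 rose, 5 fell and 15 did not pass (14 and 5 adjusted over the list alone). Their median was 0.08 (adjusted p = 0.0474 from limma's camera, and adjusted p = 0.549 with an estimated correlation). The fatty acid omega-hydroxylase Cyp4a10 was 40.5 ± 5.38 FPKM in AL livers and 610.4 ± 206 FPKM in CR livers (log2 fold change 3.85, standard error 0.29, adjusted p = 1.81e-04 from limma), whereas its relative Cyp4a12a was 118 ± 27.7 FPKM in AL livers and 1.97 ± 0.312 FPKM in CR livers (log2 fold change -5.82, standard error 0.18, adjusted p = 1.53e-06 from limma). This list shares 14 measured members with the P450 list, and Cyp4a12a shares 35.8% of its 100-base words with other genes, Cyp4a10 12.2%, Cyp2a5 12.1% and Gstt3 10.8%. Of 24 genes of fatty acid beta-oxidation, 5 rose, 1 fell and 18 did not pass (5 and 2 adjusted over the list alone). The list did not pass (median 0.13, adjusted p = 0.235 from limma's camera). Ehhadh, a peroxisomal enzyme of this pathway, was 76.2 ± 25.4 FPKM in AL livers and 308 ± 54.5 FPKM in CR livers (log2 fold change 2.06, standard error 0.25, adjusted p = 0.00189 from limma), and the mitochondrial acyl-CoA dehydrogenases Acadl and Acadm had log2 fold changes of 0.61 and 0.47 (adjusted p = 0.00553 and 0.0142 from limma). The arachidonic acid list's adjusted p from limma's camera was 0.101 without AL replicate 3, 0.0578, 0.0546 and 0.0510 without CR replicates 1, 2 and 4, 0.109 with at least 1 FPKM in every library and 0.116 on ranks. Limma's adjusted p was 0.0509 to 0.0568 for Gstm1 without AL replicate 2 or CR replicate 1, 2 or 3, 0.065 to 0.107 for Mgst1 without any AL replicate or without CR replicate 1, 2 or 4, and 0.0649 for Acadm without AL replicate 2, and the log2 fold change of Cyp2e1 turned to -0.01 without AL replicate 2 and -0.03 without CR replicate 1.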

Pathways and gene sets with noticeable changes were identified in enrichment analysis (Figure S10), among which processes related to xenobiotics and drug metabolism were up‐regulated, including xenobiotic metabolic, exogenous drug catabolic, drug catabolic, and cytochrome P450 pathway, and the uptrend of fatty acid metabolic activity was found, including long‐chain fatty acid metabolism, arachidonic acid metabolism, and unsaturated fatty acid metabolism process. In addition, the decreased of negative regulation of proteolysis and peptidase inhibitor activity were observed, which may further promote protein digestion.

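Secreted protease inhibitors were among the genes that fell. Serpina1e, an alpha-1-antitrypsin, was 6183 ± 635 FPKM (SD, n = 3) in AL livers and 29.4 ± 14.8 FPKM (SD, n = 4) in CR livers (log2 fold change -7.90, standard error 0.46, adjusted p = 4.27e-05 from limma). Serpina12, vaspin, was 24.2 ± 7.90 FPKM in AL livers and 0.462 ± 0.210 FPKM in CR livers (adjusted p = 4.27e-05 from limma). Serpina10, an inhibitor of coagulation factor X, was 171 ± 37.2 FPKM in AL livers and 36.1 ± 3.40 FPKM in CR livers (log2 fold change -2.23, standard error 0.16, adjusted p = 1.15e-04 from limma). Serpina3k, one of the most abundant serpins, was 5619 ± 190.0 FPKM in AL livers and 984 ± 326 FPKM in CR livers (log2 fold change -2.58, standard error 0.25, adjusted p = 7.38e-04 from limma). Of 35 measured peptidase inhibitors, 17 fell, 4 rose and 14 did not pass limma's test (19 and 5 when adjusted over the list alone). The median log2 fold change of the list was -0.45 (adjusted p = 3.52e-04 from limma's camera, and adjusted p = 0.233 with an estimated correlation). Serpina1e shares 14.4% of its 100-base words with other genes, and Serpina3k overlaps Serpina3m on the same strand.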

In order to understand the changes of genes and pathways related to N‐glycan synthesis, 148 key genes in nucleotide sugar synthesis pathway, nucleotide sugar transporters, glycosidases, and glycosyltransferases were analyzed. 

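Gmppb, which makes GDP-mannose, was 10.1 ± 1.25 FPKM (SD, n = 3) in AL livers and 2.53 ± 0.281 FPKM (SD, n = 4) in CR livers (log2 fold change -1.96, standard error 0.14, adjusted p = 1.05e-04 from limma). Gfpt1, the entry enzyme of the hexosamine pathway, was 5.66 ± 1.24 FPKM in AL livers and 2.45 ± 0.204 FPKM in CR livers (adjusted p = 0.00385 from limma). Ugp2, which makes UDP-glucose, and Pgm2, a phosphoglucomutase, had log2 fold changes of 0.83 and 0.54 (adjusted p = 0.0240 and 0.0133 from limma), and the aldolase Aldoc one of 1.27 (adjusted p = 0.00896 from limma). Of 32 measured genes of nucleotide sugar synthesis, 9 fell, 6 rose and 17 did not pass limma's test (11 and 7 adjusted over the list alone). The list did not pass (median -0.15, adjusted p = 0.158 from limma's camera), but it passed as lower with no filter on low values (0.0285). Of 16 nucleotide sugar transporters, 5 fell, 2 rose and 9 did not pass (5 and 2 adjusted over the list alone). The list did not pass (median -0.23, adjusted p = 0.201 from limma's camera). Slc35e3 and Slc35b1 had log2 fold changes of -1.20 and -0.97 and Slc35e2 of 0.70, and Slc35g1, which is not on the list, of 1.21 (adjusted p = 8.59e-04, 0.00565, 0.00523 and 0.0150 from limma). Of 27 glycosidases, 6 rose, 3 fell and 18 did not pass (9 and 6 adjusted over the list alone). The list did not pass (median 0.12, adjusted p = 0.460 from limma's camera). Man1a2, a Golgi mannosidase, was 6.77 ± 0.792 FPKM in AL livers and 10.7 ± 1.03 FPKM in CR livers (adjusted p = 0.00909 from limma).

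A list of 174 glycogenes was written from general knowledge, of which 172 were in the table and 133 could be tested. At an unadjusted p under 0.05 and an absolute log2 fold change above 0.5, 16 rose (12.0%), 34 fell (25.6%) and 83 did neither, against 12.2% and 12.6% of all 12699 genes tested. At an adjusted p over all genes 13 rose and 33 fell by that much, and 16 and 34 when adjusted over the list alone. Tested as 1 list, the glycogenes had a median log2 fold change of -0.23 (adjusted p = 0.00694 from limma's camera, and adjusted p = 0.343 with an estimated correlation), with an adjusted p of 0.0530 without AL replicate 3. Of the genes labelled in Figure 6a, as far as the labels are legible, 24 of 26 labelled as lower and all 15 labelled as higher could be tested, and each had the sign shown there, although these labels were chosen on the same livers. Gmppb overlaps Rnf123, Slc35e2 overlaps Gm10563, Gm16023 and Gm16024, and Slc35e3 shares 14.1% of its 100-base words with other genes. Limma's adjusted p was 0.0509 to 0.0565 for Ugp2 without CR replicate 1, 3 or 4, 0.0584 and 0.0645 for Pgm2 without AL replicates 1 and 2, and 0.0549, 0.0702 and 0.0527 for Aldoc, Slc35g1 and Man1a2 without CR replicates 3 and 4 together.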

As shown in Figure 6a, 15 genes increase slightly, while 25 genes significantly decrease obviously (|log_2_Fc| > 0.5 and *p* < 0.05). Among them, N‐acetylneuraminic acid synthase (Nans), cytidine monophospho‐N‐acetylneuraminic acid synthetase (Cmas), and cytidine monophospho‐N‐acetylneuraminic acid hydroxylase (Cmah), which are the key enzymes involved in the synthesis of CMP‐Neu5Gc, were significantly decreased, indicating that donor synthesis of sialic acid was blocked. 

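All 3 enzymes were lower in every CR liver than in any AL liver. Nans, which condenses N-acetylmannosamine 6-phosphate into sialic acid 9-phosphate, lies on chromosome 4 from 46489248 to 46503632 of GRCm38 and was 4.13 ± 0.328 FPKM (SD, n = 3) in AL livers and 2.03 ± 0.180 FPKM (SD, n = 4) in CR livers (log2 fold change -0.99, standard error 0.12, adjusted p = 0.00198 from limma). Cmas, which activates sialic acid to CMP-Neu5Ac, lies on chromosome 6 from 142756686 to 142775714 and was 10.6 ± 0.245 FPKM in AL livers and 6.50 ± 0.568 FPKM in CR livers (log2 fold change -0.69, standard error 0.10, adjusted p = 0.00364 from limma). Cmah, which hydroxylates CMP-Neu5Ac to CMP-Neu5Gc, lies on chromosome 13 from 24327404 to 24477377 and was 23.4 ± 3.22 FPKM in AL livers and 3.13 ± 0.425 FPKM in CR livers (log2 fold change -2.86, standard error 0.14, adjusted p = 1.94e-05 from limma). Gne, which makes N-acetylmannosamine at the start of the pathway, was 37.5 ± 2.02 FPKM in AL livers and 46.7 ± 9.46 FPKM in CR livers (log2 fold change 0.29, adjusted p = 0.213 from limma). Of 5 measured genes of CMP-sialic acid synthesis, 3 fell, none rose and 2 did not pass limma's test (3 and 0 when adjusted over the list alone). The list's median log2 fold change was -0.69 (adjusted p = 0.0219 from limma's camera, and adjusted p = 0.233 with an estimated correlation). The list's adjusted p from limma's camera was 0.0530 without AL replicate 3 and 0.0982 on ranks. Nans overlaps Trim14 on the opposite strand.

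**Figure D2:**
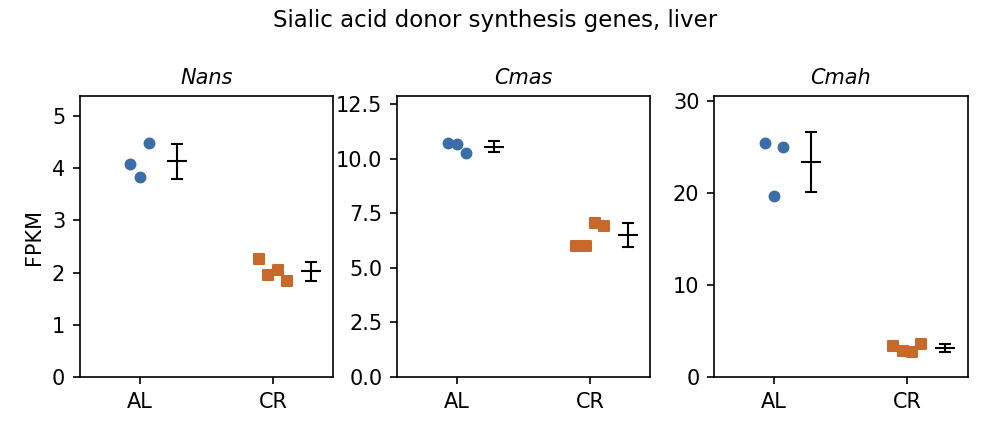
FPKM of Nans, Cmas and Cmah in the liver of each mouse, AL circles (n = 3) and CR squares (n = 4), on linear axes that start at 0; the bars give the mean and SD. In each panel the CR livers lie below all AL livers, for Cmah between 2.69 and 3.62 FPKM against 19.7 to 25.4 FPKM.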

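Alg2 and Alg12, mannosyltransferases that build the lipid-linked precursor of N-glycans, were lower in CR livers. Alg12 lies on chromosome 15 from 88805244 to 88819318 of GRCm38 and was 6.31 ± 2.25 FPKM (SD, n = 3) in AL livers and 1.72 ± 0.371 FPKM (SD, n = 4) in CR livers (log2 fold change -1.79, standard error 0.26, adjusted p = 0.00365 from limma). Alg2 was 7.92 ± 1.62 FPKM in AL livers and 3.64 ± 0.377 FPKM in CR livers (log2 fold change -1.08, standard error 0.16, adjusted p = 0.00411 from limma). Alg8, a transferase that adds glucose to the same precursor, was 3.67 ± 0.654 FPKM in AL livers and 2.42 ± 0.331 FPKM in CR livers (log2 fold change -0.58, standard error 0.17, adjusted p = 0.0472 from limma). B4galt1, the main galactosyltransferase of N-glycan antennae, lies on chromosome 4 from 40804602 to 40854005 and was 20.5 ± 2.66 FPKM in AL livers and 10.7 ± 0.970 FPKM in CR livers (log2 fold change -0.93, standard error 0.12, adjusted p = 0.00263 from limma). St6gal1, which adds α2,6-linked sialic acid, lies on chromosome 16 from 23224740 to 23360350 and was 28.2 ± 5.18 FPKM in AL livers and 10.9 ± 2.10 FPKM in CR livers (log2 fold change -1.37, standard error 0.19, adjusted p = 0.00295 from limma). Among enzymes that add α2,3-linked sialic acid, St3gal3 was 32.0 ± 1.50 FPKM in AL livers and 14.1 ± 1.42 FPKM in CR livers (log2 fold change -1.18, standard error 0.11, adjusted p = 4.70e-04 from limma). St3gal1 was 26.7 ± 6.21 FPKM in AL livers and 13.1 ± 2.31 FPKM in CR livers (log2 fold change -1.01, standard error 0.20, adjusted p = 0.0120 from limma). St3gal4 was 41.6 ± 11.8 FPKM in AL livers and 29.1 ± 3.37 FPKM in CR livers and did not pass (log2 fold change -0.48, standard error 0.20, adjusted p = 0.118 from limma, unadjusted p = 0.0394), and its groups overlapped. Of 23 genes of dolichol-linked oligosaccharide assembly, 5 fell, 1 rose and 17 did not pass limma's test (6 and 1 adjusted over the list alone). The list did not pass (median -0.21, adjusted p = 0.0629 from limma's camera, and 0.0280 without AL replicate 2). Limma's adjusted p for Alg8 was 0.0687 to 0.151 without AL replicate 1 or 3 or any 1 CR replicate, for St3gal1 it was 0.055 without AL replicate 2, and for St3gal4 0.0278 without AL replicate 3. With all livers kept, that of Alg8 was 0.0937 with no filter on low values and 0.0542 rescaled without the 50 most abundant genes. It was 0.055 with plain eBayes and 0.0509 with limma-voom on recovered reads. St3gal4 overlaps 4930581F22Rik.

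**Figure D3:**
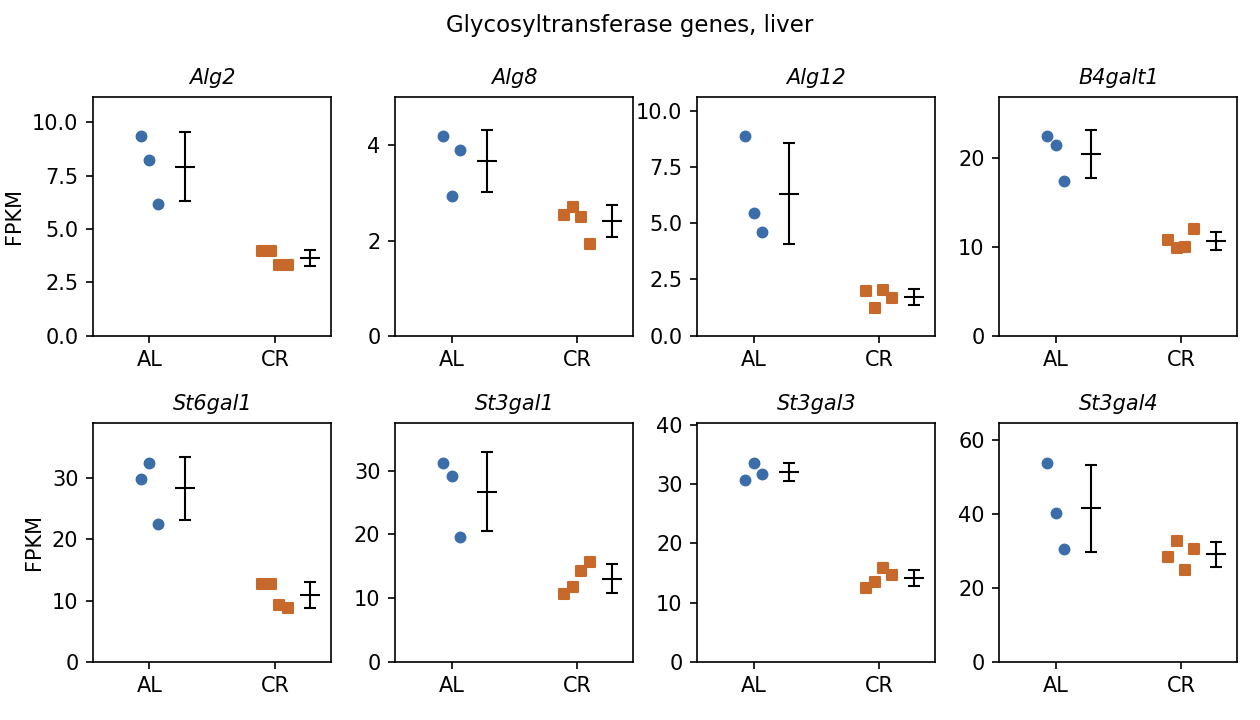
FPKM of 8 glycosyltransferase genes in the liver of each mouse, AL circles (n = 3) and CR squares (n = 4), on linear axes that start at 0; the bars give the mean and SD. The CR livers lie below all AL livers for every gene except St3gal4, where CR livers reach 32.6 FPKM and AL replicate 3 has 30.5 FPKM.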

What's more, a number of mannosyltransferases (Alg2, Alg8 and Alg12), sialyltransferases (st6gal1, st3gal1, st3gal3, st3gal4), and galactosyltransferases (B4galt1) were decreased.

**FIGURE 6:**
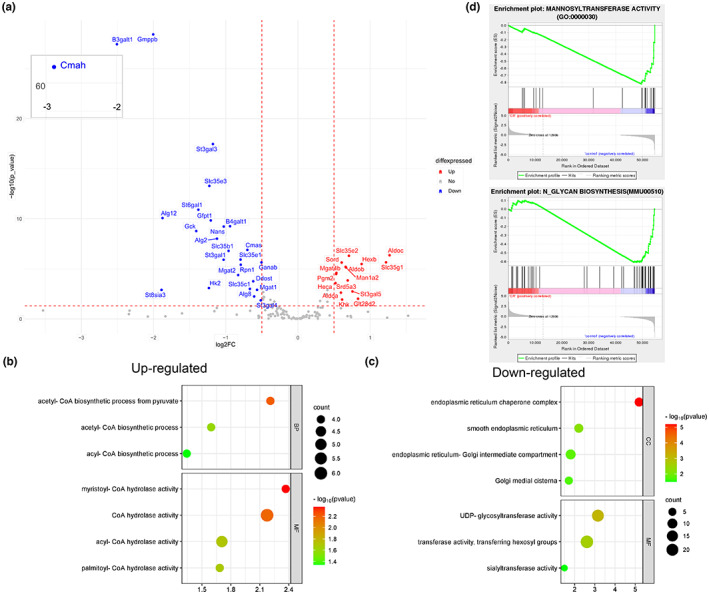
RNA‐Seq of mouse liver response to caloric restriction. (a) 148 glycogenes were analyzed; the genes with |log_2_Fc| > 0.5 and *p* < 0.05 were showed on the volcano plot. (b, c) The remarkable up‐regulated and down‐regulated enrichment (*p* < 0.05) in GO analysis related to N‐glycans biosynthesis. (d) Significant decreases were found in mannosyl transferase activity (GO:0000030) (*p* < 0.001) and N‐glycan biosynthesis (MMU00510) (*p* < 0.001) in GSEA of GO and KEGG analysis.

Based on the above findings, we showed several pathways in GO analysis with significant changes about N‐glycans biosynthesis (Figure 6b,c). It is found that in Molecular Function (MF), the activities of hexose transferase were down‐regulated, and the activities of UDP‐glycosyltransferase and sialyltransferase were also affected (Figure 6c). 

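B3galt1 and B4galnt3, which extend glycan antennae, fell in CR livers and Mgat4b rose. B3galt1, a galactosyltransferase, lies on chromosome 2 from 67565871 to 68122689 of GRCm38 and was 23.7 ± 6.43 FPKM (SD, n = 3) in AL livers and 4.17 ± 0.766 FPKM (SD, n = 4) in CR livers (log2 fold change -2.46, standard error 0.22, adjusted p = 3.97e-04 from limma). B4galnt3, which adds N-acetylgalactosamine, was 0.842 ± 0.160 FPKM in AL livers and 0.154 ± 0.0640 FPKM in CR livers (log2 fold change -1.91, standard error 0.35, adjusted p = 0.00857 from limma). Mgat1 and Mgat2, which start the antennae, had log2 fold changes of -0.57 and -0.82 (adjusted p = 0.0335 and 0.0191 from limma). Mgat4b, which adds a further branch, was 11.7 ± 0.769 FPKM in AL livers and 16.9 ± 0.822 FPKM in CR livers (log2 fold change 0.53, standard error 0.09, adjusted p = 0.00740 from limma). Of 16 measured branching, galactosylation and fucosylation enzymes, 7 fell, 2 rose and 7 did not pass (8 and 2 adjusted over the list alone). Their median was -0.46 (adjusted p = 0.0226 from limma's camera, and adjusted p = 0.233 with an estimated correlation). Of 7 measured sialyltransferases, 4 fell, none rose and 3 did not pass (5 and 1 adjusted over the list alone). Their median was -0.97 (adjusted p = 0.00620 from limma's camera, and adjusted p = 0.233 with an estimated correlation). St6galnac6, which sialylates gangliosides and other glycans, was 11.7 ± 1.02 FPKM in AL livers and 5.94 ± 0.739 FPKM in CR livers (log2 fold change -0.97, standard error 0.12, adjusted p = 0.00238 from limma). St3gal5, the GM3 ganglioside synthase, was 54.3 ± 5.85 FPKM in AL livers and 91.7 ± 29.1 FPKM in CR livers (adjusted p = 0.0722 from limma, and 0.0493 without CR replicate 2). The adjusted p of the branching list was 0.0835 from limma's camera without AL replicate 3. Limma's adjusted p for Mgat1 was 0.0606 to 0.0866 without any 1 AL replicate or without CR replicate 1, 2 or 3, and for Mgat2 0.0706, 0.0766 and 0.0501 without AL replicates 1 and 2 and CR replicate 2.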

Secondly, the cellular component (CC) was found to be down‐regulated in a variety of cellular sites enriched with glycosylation modifications (mainly endoplasmic reticulum and Golgi). However, increased synthesis of acetyl‐CoA and increased degradation of long‐chain fatty acyl‐CoA were observed. This change may be related to the rise in acetylated sialic acid (Figure 6b). 

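Protein-folding genes of the endoplasmic reticulum (ER) fell almost throughout the list. Of 26 ER chaperones and folding enzymes, 23 fell, none rose and 3 did not pass limma's test (24 and 0 adjusted over the list alone). The list's median log2 fold change was -0.98 (adjusted p = 2.86e-13 from limma's camera, and adjusted p = 0.128 with an estimated correlation). Sdf2l1, an ER cochaperone, was 57.7 ± 8.26 FPKM (SD, n = 3) in AL livers and 6.43 ± 2.12 FPKM (SD, n = 4) in CR livers (log2 fold change -3.21, standard error 0.29, adjusted p = 4.81e-04 from limma). Hyou1, an ER chaperone of the HSP70 family, was 57.8 ± 20.1 FPKM in AL livers and 10.3 ± 1.03 FPKM in CR livers (log2 fold change -2.41, standard error 0.24, adjusted p = 8.26e-04 from limma). Dnajb11, a cofactor of BiP, was 49.0 ± 3.11 FPKM in AL livers and 16.7 ± 2.57 FPKM in CR livers (log2 fold change -1.56, standard error 0.13, adjusted p = 3.38e-04 from limma). Pdia4, a disulfide isomerase, was 128 ± 9.78 FPKM in AL livers and 44.9 ± 8.30 FPKM in CR livers (adjusted p = 8.59e-04 from limma), and the more abundant P4hb 604 ± 146 FPKM in AL livers and 550.0 ± 82.8 FPKM in CR livers (adjusted p = 0.679 from limma). Of 12 subunits of the oligosaccharyltransferase, which transfers the glycan to the protein in the ER, 5 fell, none rose and 7 did not pass (6 and 0 adjusted over the list alone). Their median was -0.47 (adjusted p = 0.0169 from limma's camera, and adjusted p = 0.412 with an estimated correlation). Its subunits Magt1, Ostc, Rpn1 and Ddost had log2 fold changes of -0.87, -0.82, -0.79 and -0.63 (adjusted p = 9.98e-04, 0.0110, 0.0102 and 0.0194 from limma). Rpn2 was 40.8 ± 6.07 FPKM in AL livers and 33.0 ± 3.29 FPKM in CR livers (adjusted p = 0.149 from limma). Dhdds, which makes the dolichol carrier in the ER, was 9.39 ± 0.481 FPKM in AL livers and 5.66 ± 0.536 FPKM in CR livers (log2 fold change -0.72, standard error 0.11, adjusted p = 0.00397 from limma). The oligosaccharyltransferase list had an adjusted p of 0.0635 from limma's camera without AL replicate 3, Ddost one of 0.0576 and 0.0554 from limma without AL replicates 1 and 2 and Rpn1 one of 0.056 without CR replicates 1 and 2 together, and the log2 fold change of P4hb turned to 0.07 without AL replicate 3. Dnajb11 overlaps CT027991.1 on the opposite strand.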

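Mpc1, Mpc2 and Dlat, which bring pyruvate into mitochondria and turn it into acetyl-CoA, rose in CR livers. Mpc1 was 9.27 ± 1.32 FPKM (SD, n = 3) in AL livers and 21.3 ± 2.25 FPKM (SD, n = 4) in CR livers (log2 fold change 1.19, standard error 0.13, adjusted p = 0.00106 from limma). Mpc2 was 13.4 ± 1.28 FPKM in AL livers and 24.2 ± 4.22 FPKM in CR livers (adjusted p = 0.00962 from limma). Dlat was 9.43 ± 0.630 FPKM in AL livers and 19.9 ± 3.30 FPKM in CR livers (log2 fold change 1.05, standard error 0.14, adjusted p = 0.00303 from limma). Pdp2, a phosphatase that activates pyruvate dehydrogenase, was lower, at 10.8 ± 1.65 FPKM in AL livers and 6.55 ± 1.50 FPKM in CR livers (adjusted p = 0.0325 from limma). Acly, which makes cytosolic acetyl-CoA from citrate, was 48.6 ± 10.5 FPKM in AL livers and 38.9 ± 10.3 FPKM in CR livers (adjusted p = 0.332 from limma). Of 14 measured genes of acetyl-CoA synthesis, 3 rose, 1 fell and 10 did not pass limma's test (4 and 1 adjusted over the list alone). The list's median log2 fold change was 0.34 (adjusted p = 0.0477 from limma's camera, and adjusted p = 0.446 with an estimated correlation). Of 14 acyl-CoA hydrolases, which split acyl-CoA of various chain lengths into the free acid and coenzyme A, 7 rose, none fell and 7 did not pass (9 and 1 adjusted over the list alone). Their median was 0.71 (adjusted p = 0.00309 from limma's camera, and adjusted p = 0.233 with an estimated correlation). Acot13 was 31.0 ± 5.67 FPKM in AL livers and 85.5 ± 10.2 FPKM in CR livers (log2 fold change 1.47, standard error 0.15, adjusted p = 9.02e-04 from limma). Acot12 was 29.3 ± 2.49 FPKM in AL livers and 52.9 ± 4.97 FPKM in CR livers (adjusted p = 0.00264 from limma). Acot4 was 5.05 ± 3.41 FPKM in AL livers and 24.4 ± 6.24 FPKM in CR livers and Acot3 0.690 ± 0.938 FPKM in AL livers and 33.1 ± 13.1 FPKM in CR livers (adjusted p = 0.00578 and 0.00199 from limma), both overlap 4732463B04Rik on the opposite strand, and Acot3 shares 13.8% of its 100-base words with other genes. The acetyl-CoA list's adjusted p from limma's camera was 0.225 without AL replicate 3, 0.0865, 0.0873, 0.0851 and 0.0706 without CR replicates 1 to 4, and above 0.05 with a pseudocount of 1 or 0.01. Limma's adjusted p for Pdp2 was 0.0586 to 0.101 without AL replicate 2 or 3 or CR replicate 1, 2 or 3.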

According to GSEA enrichment analysis (Figure 6d), mannose transferase activity (GO:0000030) and N‐glycan biosynthesis (MMU00510) were remarkably declined after CR treatment, and many related genes were significantly affected.

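Of 50 measured genes of N-glycan biosynthesis, 15 fell, 3 rose and 32 did not pass limma's test in CR livers (19 and 4 adjusted over the list alone). Their median log2 fold change was -0.29 (adjusted p = 0.00486 from limma's camera, and adjusted p = 0.233 with an estimated correlation). Ganab, the glucosidase that trims newly attached glycans, was 66.8 ± 0.931 FPKM (SD, n = 3) in AL livers and 47.0 ± 2.67 FPKM (SD, n = 4) in CR livers (log2 fold change -0.51, standard error 0.09, adjusted p = 0.00842 from limma). Man2a1, a Golgi mannosidase of the same list, was 54.3 ± 1.55 FPKM in AL livers and 71.3 ± 8.11 FPKM in CR livers (adjusted p = 0.0504 from limma, and 0.0265 without CR replicate 1) and overlaps Gm17133. Of 20 measured mannosyltransferases, 5 fell, 2 rose and 13 did not pass (5 and 2 adjusted over the list alone). The list did not pass (median -0.28, adjusted p = 0.120 from limma's camera). Dpy19l3 and Dpy19l1, which attach mannose to tryptophan, belong to it. Dpy19l3 was 3.85 ± 0.854 FPKM in AL livers and 0.288 ± 0.0393 FPKM in CR livers (log2 fold change -3.33, standard error 0.21, adjusted p = 5.74e-05 from limma) and Dpy19l1 14.4 ± 0.297 FPKM in AL livers and 7.72 ± 1.15 FPKM in CR livers (log2 fold change -0.90, standard error 0.13, adjusted p = 0.00329 from limma). With the rotation test fry, which asks whether a list's genes move on balance one way, the mannosyltransferases had an adjusted p of 0.00418. From the lower Nans, Cmas and Cmah the paper reasons in its results that the synthesis of the sialic acid donor was blocked, and in its discussion that it may be hampered. It states that the lower expression of N-glycan biosynthesis genes in the liver gives a molecular basis for the glycan changes in serum.

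**Figure D4:**
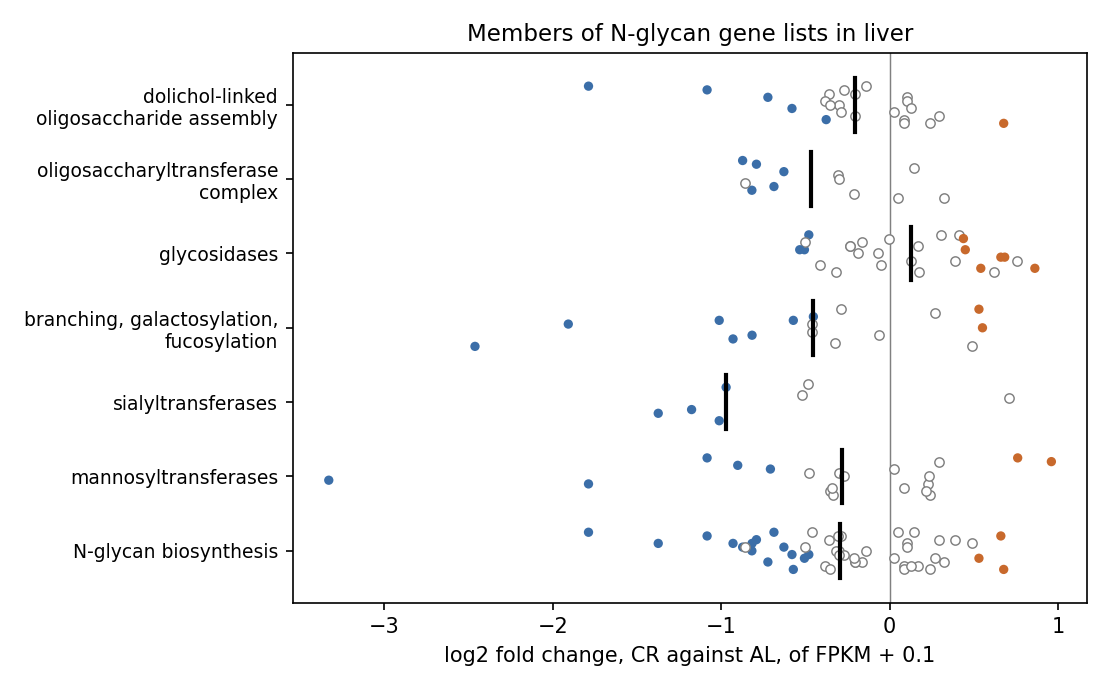
Log2 fold change between CR and AL livers of each measured member of 7 gene lists, on the scale of log2(FPKM + 0.1). Each point is 1 gene, filled where it passed limma's test at an adjusted p under 0.05 (blue lower, orange higher) and open where it did not, and black bars are medians, which run from -0.97 for sialyltransferases to 0.12 for glycosidases.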

## 4 DISCUSSION

We combined the serum N‐glycome and liver transcriptome to reveal changes in serum N‐glycans and associated molecular regulation basis. To our knowledge, this is the first attempt to assess the complete repertoire of serum N‐glycans level in a calorie restricted mouse model using the Bionic Glycome method by MALDI‐TOF‐MS. To detect N‐glycans from mice with long‐term CR, we collected blood samples at 7 time points and performed sequential analysis. In this study, multiple time points were observed which can help avoiding the possible bias caused by observing fewer time points and improve the reliability of the results. Meanwhile, it gave a more comprehensive picture of the changes at different ages after CR. What's more, the serum at seven time points came from the same mouse to reduce experiment variables. Fifty‐eight glycans were identified while retaining the sialic acid residues on the sialoglycans. In particular, α2,3 and α2,6‐linked sialylated glycan isomers and acetylated sialylated glycans, which have been reported to play an important role in biological processes (Bull et al., 2014; Visser et al., 2021), were also detected and quantified in this study. The global analysis of serum glycans, provides deeper insights into the molecular basis for the beneficial effects of CR on health.

We found that the glycans decreased steadily during CR treatment, and the protein concentration was not considerably impacted. Compared with the previous study of N‐glycans in CR mice by DSA‐FACE (Vanhooren et al., 2011), the content of serum N‐glycome can be relatively quantified based on the Bionic Glycome internal standard method. What's more, more fucosylated and afucosylated glycans were identified, and we also described the changes of fucosylated glycans containing sialic acid. Since we performed CR in mice of different genders, we found reduced levels of focusylation in females while elevated levels in males. These findings facilitate a more comprehensive understanding of the relationship between glycans and CR.

It is well known that majority of the proteins in serum, except immunoglobulins, are secreted by the liver. We observed the down‐regulation of N‐glycan biosynthesis through hepatic transcriptome, which provided molecular basis for the glycan changes in serum. In tumors, cancer‐specific N‐glycan alterations were reported that include high mannose accumulation caused by early synthesis cessation and upregulation of complex glycans. High expression of glycans, particularly complex multi‐antenna glycans, may encourage lymphatic metastasis and cell invasion (Oliveira‐Ferrer et al., 2017; Zhang et al., 2014). For example, compared with primary tumors in breast cancer, increased *Phaseolus vulgaris leucoagglutinin* (PHA‐L) binding in metastases and shorter survival in PHA‐L‐positive patients suggest that increasing of complex β1, 6‐branched N‐glycans contribute to breast cancer progression (Handerson et al., 2005). The accumulation of sialoglycans on the surface of various tumor cells enhances malignant features including cell migration and anti‐apoptosis (Marciel et al., 2023). Additionally, Han et al. (2020) showed that N‐glycans in mice steadily rose with age, indicating that one strategy for CR to reverse aging and improve the disease state may be by lowering the level of serum N‐glycans.

As mentioned above, the method we used was able to distinguish sialic acid glycans with different link types, and it was found that different types of sialic acid decreased. Previous studies have shown that total sialylation levels in serum appear to increase with various malignancies, and measurements of related enzymes, such as sialidase and sialyltransferase, can be used to assess cancer progression and improve prognosis in cancer patients (Zhang et al., 2018). Sialylation is characteristic of many complex glycans. Increased sialylation has been shown to improve the stability and activity of target proteins in various cancers (Vajaria et al., 2016). In addition, it is reported that upregulation of ST6GAL1 led to metastasis and spread of human colorectal cancer (CRC) cells (Park & Lee, 2013). Similarly, high ST6GAL1 expression in breast cancer cells and human anaplastic large cell lymphoma increased extracellular mechanism (ECM) adhesion and invasiveness (Suzuki et al., 2015). In aging studies, it has been found that plasma B4GALT1 and ST6GAL1 change regularly with age, and B4GALT1 keeps rising with age (Catera et al., 2016). In our research, the transcriptional levels of important enzymes (Nans, Cmas, and Cmah) in the pathway for sialic acid synthesis were dramatically reduced, indicating that sialic acid synthesis may be hampered and that low levels of sialic acid may be linked to maintaining health status.

However, there was a surprising rise in the acetylated sialic acid glycans and a stronger correlation with α2,6‐linked glycans. Our findings were further corroborated by earlier research on O‐acetylated sialic acid glycans in rat serum (Kinoshita et al., 2020). The acetylation acts as a masking agent by creating a steric barrier that prevents sialic acid proteins from interacting with other molecules (such as receptors). For example, increased O‐acetylation interferes with the Siglec family's recognition of sialic acids. When the binding of GD3 and Siglec‐7 is affected, its inhibitory effect on NK cells cytotoxicity will be destroyed (Visser et al., 2021). Additionally, it was also found that the 9‐O‐acetylation inhibited the recognition of sialic acid on receptors by influenza A and B virus hemagglutinin (Higa et al., 1985). As a result, the elevation of acetylated sialic acid in serum may hinder the normal function of sialic acid glycans, consistent with the effect by decreasing of sialic acid.

Moreover, we found that the source of acetyl‐CoA, donor of O‐acetylation, was specifically increased in the liver, which had also been found in previous studies (Mezhnina et al., 2020). Acetyl‐CoA is a central metabolite of cellular energy production in eukaryon and can be used as a donor of acetyl groups for epigenetic and post‐translational modifications (Mirzaei & Longo, 2014). The accumulation of energy‐possessing acetyl‐CoA in the energy‐deficient CR model was unexpected and, taken together with our findings, may correlate with the rise in acetylated sialic acid in the Golgi. Furthermore, we observed that the acetylated sialic acid content increased more significantly in the α2,6‐linked sialic acid, and the previous research proved our idea. For instance, SIAE expression regulates sialic acid levels in cells. A sharp increase in α2,6‐linked sialic acid and a slight increase in α2,3‐linked sialic acid were observed in HCT 116 cell lines with SIAE knockdown (Grabenstein et al., 2021). In addition, a highly selective loss of 9‐O‐acetylation of sialic acid was observed in ST6Gal1 knockout mice (Grabenstein et al., 2021; Martin et al., 2002). Therefore, O‐acetylation is substantially correlated with ST6Gal1‐mediated α2,6 linkage, which may be more common on α2,6‐linked sialic acids.

In conclusion, we observed a general reduction in the serum N‐glycome and provided a molecular basis for changes of N‐glycans through gene regulation at the liver transcriptome level. Although the molecular mechanism of how calorie restriction affects N‐glycan biosynthesis remains to be explored, our finding provides the potential biomarker for monitoring and intervention of aging and age‐related diseases.

## 5 CONCLUSION

We revealed the changes of serum N‐glycans and gene expression differences in C57BL/6 mice under calorie restriction model by combining glycome and transcriptome. The results showed that the level of N‐glycans, except for that of O‐acetylated sialic acid glycans, decreased significantly in response to calorie restriction. We used RNA‐seq to reveal the transcriptome change pattern of liver under CR, and observed down‐regulation of N‐glycan synthesis pathway and upregulation of acetyl‐CoA synthesis related pathway. Given the masking effect of O‐acetylation on terminal sialic acid, we hypothesized that low levels of serum N‐glycans might be associated with health status under calorie restriction. This study provides a basis for exploring the function of N‐glycans and the mechanism of caloric restriction.

## AUTHOR CONTRIBUTIONS

**Jiteng Fan:** Experiment design, mouse breeding, experiment implementation, data processing, writing‐original draft, writing review and editing. **Jichen Sha:** Mouse breeding, blood sampling, writing review and editing. **Shuwai Chang:** Mouse breeding, experiment implementation, writing review and editing. **Huijuan Zhao**: Mouse breeding, tissue collecting, writing review and editing. **Xiaoyun Niu:** Tissue collecting, writing review and editing. **Yong Gu:** Blood sampling and writing review and editing. **Shifang Ren:** Experiment design, writing review and editing. **Jianxin Gu:** Experiment design, writing review and editing.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

Figure S1.

Table S1–S4.

## Data Availability

All data presented in this study are available upon request. Please contact the corresponding author for details.

# Supplementary material for: Generalized low levels of serum N‐glycans associate with better health status
**Source:** Aging Cell. 2023 May 2;22(7):e13855. doi: 10.1111/acel.13855
**Supplement:** Supplementary file 1 — Figure S1.

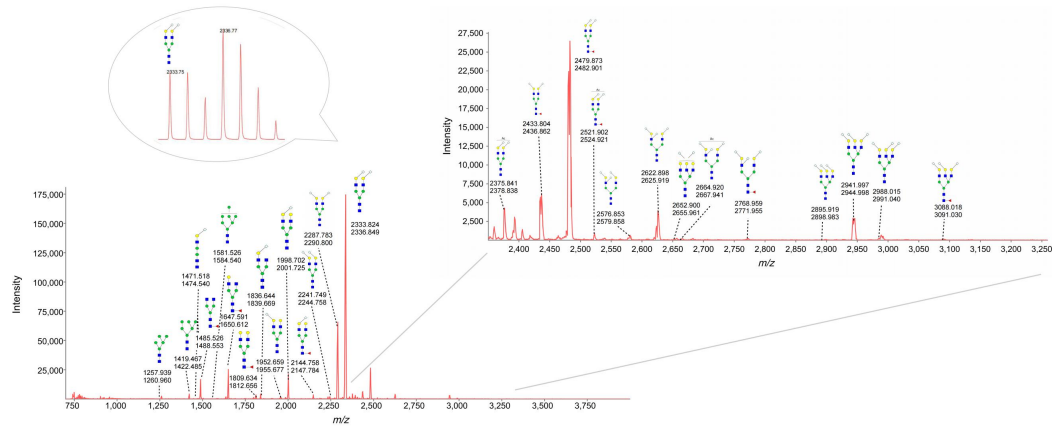

Figure S1 The representative MALDI-TOF-MS spectrum of serum N-glycome, based on Bionic Glycome Method (only partial glycans are labeled to ensure a clear picture). A total 58 pairs of glycans with $[M + Na]^+$ were detected.

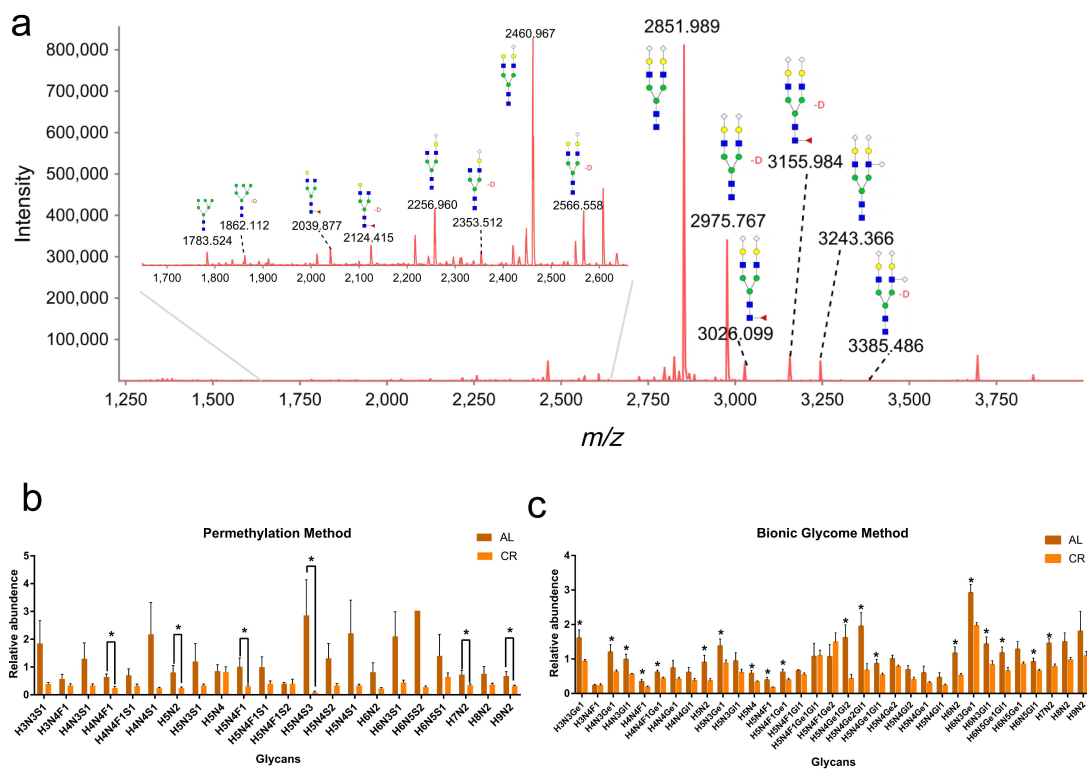

Figure S2 Comparison of isotope-labeled permethylation internal standard quantification method and Bionic Glycome Method. (a) Representative mass spectra of permethylation quantification method. The red “-D” represents the deuterated methylated labeled glycans. (b-c) The glycans identified by both permethylation method and Bionic Glycome Method ($n[AL]=4$, $n[CR]=5$). Data are presented as mean $\pm$ SEM. The p-value was considered significant if it was below 0.05 and $*p < 0.05$.

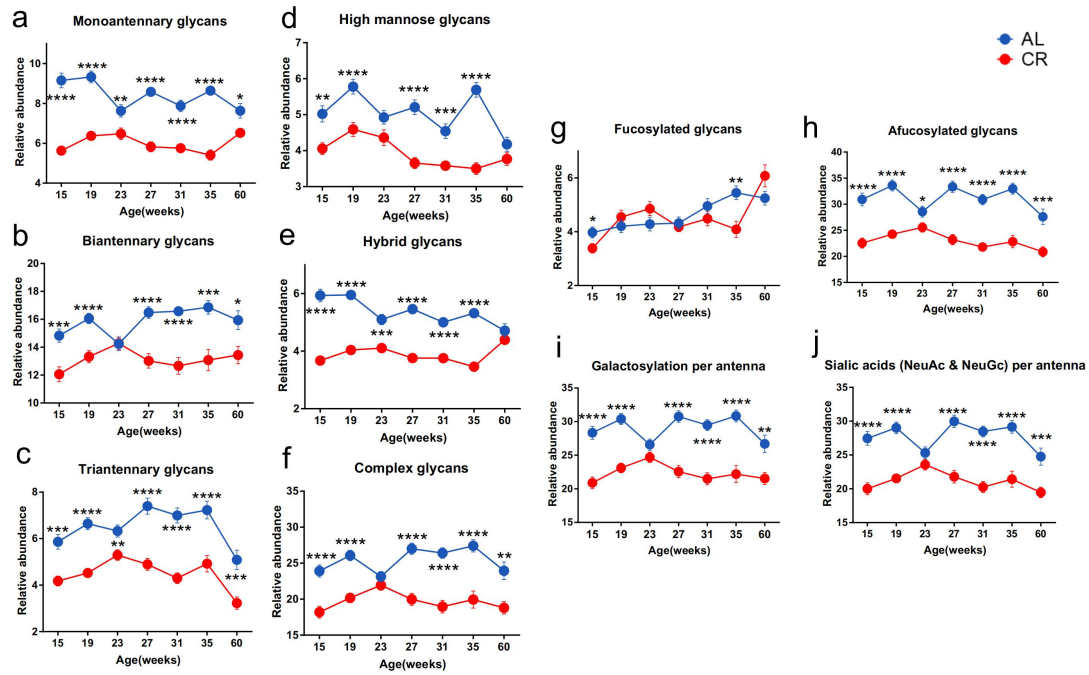

Figure S5 The dynamic changes with age of derived glycosylation traits in AL and CR group. (a-c) Monoantennary, biantennary and triantennary glycans were distinguished by antenna numbers. (d-f) As for structure, derived features included high mannose glycans, hybrid glycans and complex glycans. (g-j) According to the monosaccharides of glycans, four traits were divided into fucosylation, afucosylation, galactosylation per antenna, and sialylation per antenna. Data are presented as mean $\pm$ SEM. The difference between groups at each point were compared using a two-tailed t test. The p-value was considered significant if it was below 0.05. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

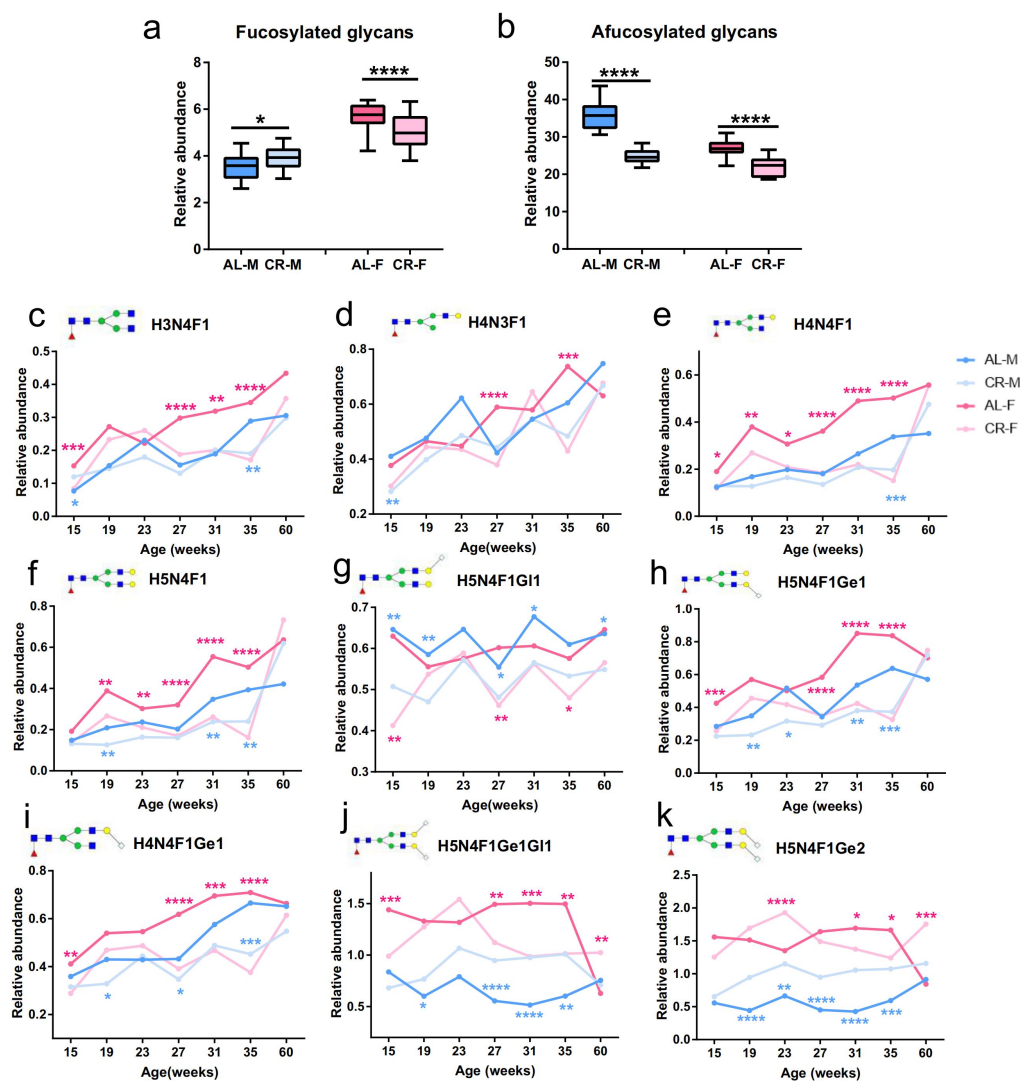

Figure S6 Fucosylation level changes in AL and CR groups. (a-b) The difference of fucosylation and afucosylation in different genders and different groups of mice. (c-k) Changes of 9 fucosylated glycans during calorie restriction in AL and CR groups of different genders. AL-M and CR-M: male mice in AL and CR group; AL-F and CR-F: female mice in AL and CR group.

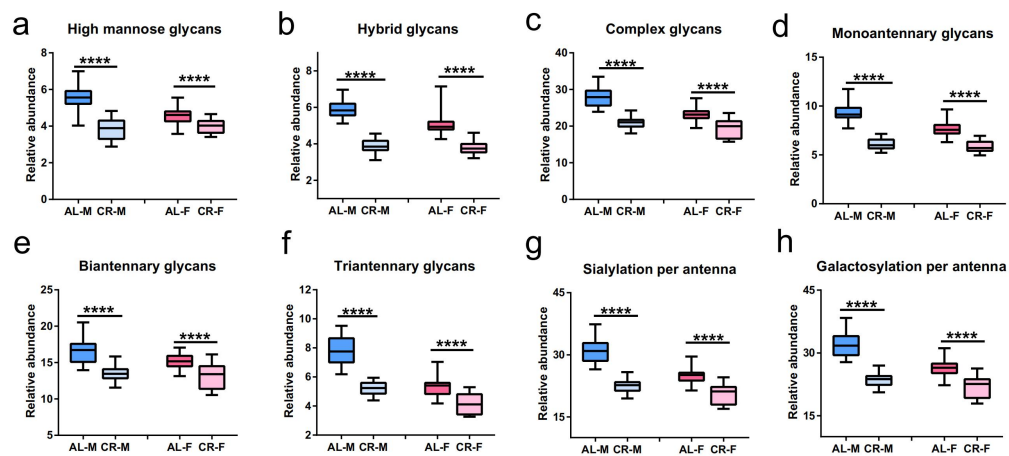

Figure S7 The relative abundance of derived glycosylation traits in male and female between AL and CR group. AL-M and CR-M: male mice in AL and CR group; AL-F and CR-F: female mice in AL and CR group.

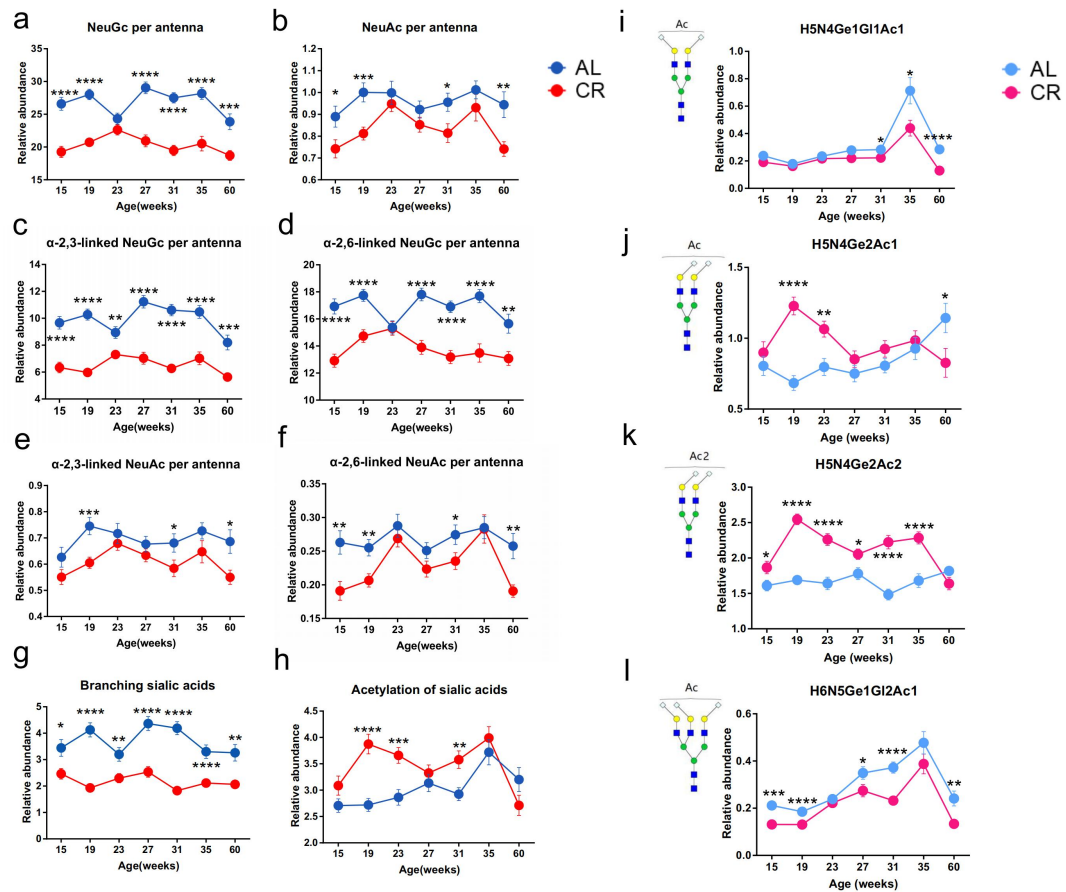

Figure S8 The dynamic changes with age in derived traits of sialylation and O-acetylated sialic acid glycans between AL and CR group. (a-h) Based on the link types and modification signatures, a total of 8 derived traits of sialylation were divided. “Branched sialic acid” is the glycans with disialylated antennae. (i-l) Changes of the glycans with O-acetylated sialic acid during CR. Data are presented as mean $\pm$ SEM. The difference at each point were compared using a two-tailed t test. The p-value was considered significant if it was below 0.05. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

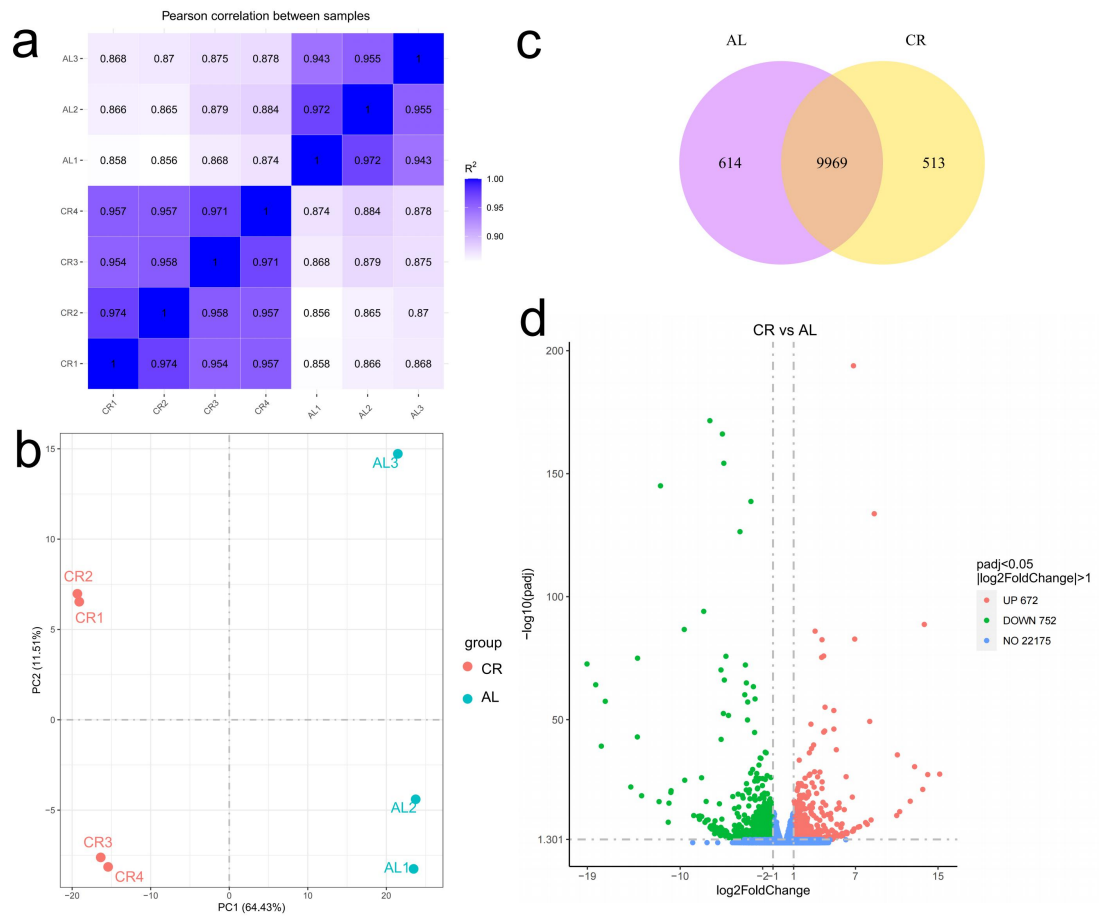

Figure S9 The transcriptome analysis in liver of 30-week-old male mice. (a) Pearson correlation coefficient in AL and CR samples. (b) Principal component analysis (PCA) of the liver transcriptome was performed in mice between different feeding patterns. (c) Venn diagram showed the differential expression of AL and CR groups. (d) Volcano plot showed up-regulated and down-regulated genes in CR vs AL.

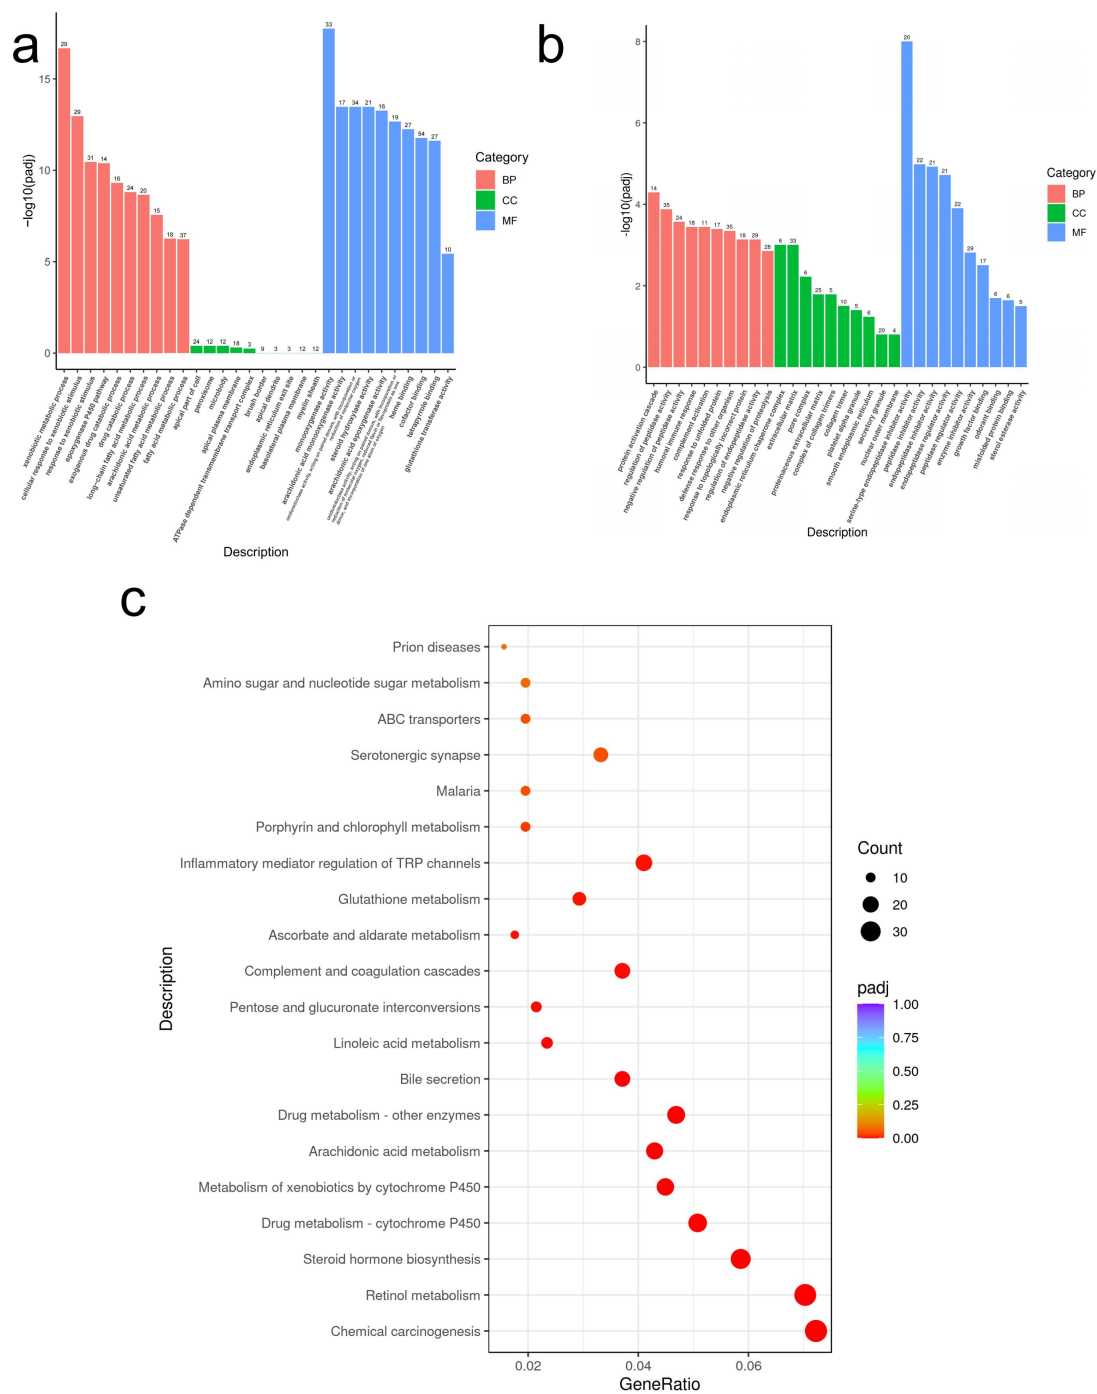

Figure S10 The enrichment analysis based on RNA-seq in GO and KEGG. (a-b) The top 10 enrichment in Biological Process (BP), Cellular Component (CC), and Molecular Function (MF) of up-regulated and down-regulated in GO analysis. (c) The top 20 enriched pathways in KEGG pathway analysis.

How the deposited data were processed for this re-analysis (not part of the article)

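Liver RNA of 7 male C57BL/6 mice was measured, 3 AL and 4 CR. Each mouse gave 1 library, so that the spread between libraries is a spread between animals. Samples were mapped to diet and replicate from the sample labels, which match the groups the paper describes.

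The authors deposited a single table of FPKM values for 54532 genes, of which 22046 are protein-coding. The submitters' processing notes name CASAVA 2.19, HISAT2 2.0.5, featureCounts 1.5.0-p3 and the builds GRCm38 and mm10, and the paper names DESeq2 for the authors' own test. The formula behind the deposited FPKM is not given in the sources used here. FPKM times gene length gave whole multiples of a single step in each library, and the depth each library's FPKM are divided by equals the library's size factor times the geometric mean of the 7 read totals (17225160 reads) to within 1.3e-08%. The deposited FPKM are therefore scaled by size factors and not by each library's own total. No pair of libraries was a duplicate. The lowest chi-square per gene between libraries was 7.28, and the highest within a group was 24.2. Read totals ran from 15641740 to 19900806, so that 1 read in a gene of 2 kb is 0.025 to 0.032 FPKM. Coordinates are those in the deposited table, on GRCm38. Overlapping genes were found from the same coordinates and named only if they passed the filter and reached a set share of the gene's mean FPKM. Shared sequence was measured on transcripts of GENCODE M21 (Ensembl 96).

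Because the table holds FPKM, no count model was fitted. FPKM values were transformed to log2(FPKM + 0.1). The 12699 genes with at least 0.5 FPKM in at least 3 of the 7 libraries were tested with limma 3.58.1 (trend and robust variance, statmod 1.5.0) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes tested. The median log2 fold change of all genes was -0.002. All genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, and glycogenes at an unadjusted p under 0.05 and an absolute log2 fold change above 0.5. Preranked enrichment used fgsea 1.28.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

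Before the data were examined, 36 gene lists were fixed with 613 symbols. Of these 4 were not found in the table and 1 stood on 2 rows. The 34 lists with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. The lists of glycan genes are nucleotide sugar synthesis, nucleotide sugar transporters, dolichol-linked oligosaccharide assembly, oligosaccharyltransferase, glycosidases, branching enzymes and sialyltransferases. Their union is the glycogenes. Further glycan lists are mannosyltransferases, N-glycan biosynthesis, CMP-sialic acid synthesis and sialic acid O-acetylation. The metabolic lists are acetyl-CoA synthesis, acyl-CoA hydrolases, beta-oxidation, fatty acid synthesis, cholesterol synthesis, fasting response, xenobiotic P450s, arachidonic acid metabolism, and glutathione transferases. Other lists are peptidase inhibitors, complement and coagulation, ER chaperones, circadian clock, male-biased and female-biased liver genes. Marker lists are those of Kupffer cells, endothelial cells, stellate cells, bile duct cells, lymphocytes, neutrophils and red blood cells. Markers of adipocytes and of pancreas had too few measured members. The lists overlap, and many marker and pathway genes are also expressed in hepatocytes. With the correlation estimated from the data, 2 of the 16 lists past the threshold, the male-biased and the female-biased genes, still passed. A list of 25 acute-phase genes was written after the data were seen.

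Genes were named by a rule fixed before the data were examined. It takes the genes the paper names and those labelled in Figure 6a. It also takes the 10 highest and 10 lowest log2 fold changes among genes that passed the test with groups that did not overlap and at least 5 FPKM in 1 group. In each list it takes the 4 members with the smallest adjusted p and the 2 with the highest mean. Of the 168 genes it gives, 111 were followed through every alternative. These were picked for room after their values were seen, fragile calls included. Some of them are counted in every total but not reported here by name. Shared sequence was measured as the percent of 100-base words of a gene's transcripts that occur in other genes.

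Alternatives covered the pseudocount, the filter, the scaling between libraries, the variance model, limma-voom on recovered reads, the replicate number as a block, leaving out each library, the set test and the transformation for correlation and principal components. Alternatives without libraries that stood apart and the preranked enrichment were added after the data were seen. The test was also run on simulated reads of 12707 genes for the comparison of CR with AL, at an adjusted p under 0.05 with no threshold on the fold. It recovered 67 of 97 genes changed by a fold of 2 and 87 of 92 changed by a fold of 4. The median absolute log2 fold change of the former was 0.995, so these shares do not describe calls that also require one above 1. It made 12 calls among unchanged genes, which were 6.63% of its calls, and limma's camera passed 2 of 200 unchanged lists at a p of 0.05. The simulated genes varied independently of each other, so this does not check the list tests where genes are correlated. Other splits of the libraries were all 35 ways to divide them into 3 and 4.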

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

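Chosen after the result was seen were the acute-phase list and, among the tests here, those of Xist and Y-linked genes, shared sequence, scaling, the splits, AL replicate 3 and markers of other immune cells. The comparison of neutrophil transcripts with Lcn2 was set beforehand for immune or blood cells. It was narrowed to neutrophils after its result was seen.

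Sex-biased liver genes, on which the paper does not report, moved in opposite directions in CR livers. Of 20 male-biased genes all 20 fell (20 adjusted over the list alone; median log2 fold change -5.91, -5.82 without Mup17, at 0 FPKM in CR livers, -3.65 with at least 1 FPKM in every library, and -6.08 to -4.46 without single libraries; adjusted p = 1.08e-24 from limma's camera and 0.00286 with an estimated correlation), as with Mup3 from 4992 ± 169.7 to 89.0 ± 46.9 FPKM, and of 23 female-biased genes 22 rose and none fell (22 adjusted over the list alone; median 4.54, 4.36 without Cyp2b13, Sult2a1 and Sult3a1, at 0 FPKM in AL livers, 2.88 with at least 1 FPKM in every library, and 4.38 to 4.88 without single libraries; adjusted p = 3.41e-24 and 0.0224 with an estimated correlation), with Cyp3a41a, Cyp3a41b, Cyp3a44 and Ntrk2 of that list too low in both groups to be tested. Female animals are argued against by Xist, at most 0.014 FPKM in CR livers, and by Y-linked genes, at no less than 0.71 of their AL mean, and shared sequence by the 26 of 27 members with little of it that passed (96.3%). Scaling is argued against by the opposite directions of the lists, since a factor per library shifts all genes alike. Their medians stayed at least 4.53 from 0 under other scalings. Those left the median of all genes at -0.01 to 0.03, so they could hardly have moved the lists and decide nothing by themselves. Chance is argued against by the splits, since only 1 of 35 gave camera p-values as small, the smallest share the design gives (0.029). These were 3.2e-26 against 2.3e-12 for the male-biased and 2e-25 against 1.5e-12 for the female-biased genes. As a hypothesis, CR may weaken the male pattern of liver expression, but single housing and the time since the last meal differed with the diet and stay open, untested, and mice of both diets kept under the same housing and meal times would test it.

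Many acute-phase genes, outside those the paper discusses, were lower in CR livers, and many were highest in AL replicate 3. Of 25 such genes 12 fell at an adjusted p under 0.05 from limma and Orm3 rose (median log2 fold change -1.09). Saa4, which fell from 384 ± 14.3 to 43.5 ± 3.98 FPKM, and the fibrinogen chains Fga, Fgb and Fgg (log2 fold changes -1.14, -1.09 and -1.19) were about level among AL livers, and Steap4, Hamp, Socs3, Cebpd and Il1rn were lower in AL replicate 3 than in the other AL livers, by log2 ratios of -2.33, -1.08, -1.04, -0.97 and -0.71. Neutrophils in the sample are argued against by S100a8 and S100a9, which reached at most 0.0055 of the level of Lcn2 in AL replicate 3. Without that liver the list's median was still -0.98, but the list also holds the genes that were level or lower there. The median therefore does not settle the part of AL replicate 3 in the genes that were highest there. Saa1 was 771 and 748 FPKM in AL replicates 1 and 2 and at most 36.85 FPKM in CR livers. Apcs was 109 and 133 FPKM in those AL livers and 144 to 300 FPKM in CR livers, so its lower CR mean rested on AL replicate 3. What raised such genes in AL replicate 3 stays open, other immune cells included, since 14 Kupffer cell and lymphocyte markers were higher there than in the other AL livers by a median log2 ratio of 0.31, against 1.1 for the acute-phase genes. Apart from immune cells, no biological explanation was tested.

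In single genes, 1 CR liver differed from the other 3. Mup7 was 0.0592 FPKM in CR replicate 2 and Mup12 0.0544 FPKM in CR replicate 1, which is 1 read each against 0 in the others and sets no liver apart. Saa2 was 11.7 FPKM in CR replicate 3 against 0.7 to 1.12 FPKM, Cyp2a5 was 1448 FPKM in CR replicate 4 against 2011 to 2131 FPKM, Serpina12 was 0.775 FPKM in CR replicate 3 against 0.328 to 0.379 FPKM, and Cfd was 0.331 FPKM in CR replicate 2, which is 5 reads, with 0 in the others. Such gaps occurred in 6 of 145 groups tested, where chance alone gives about 7.2.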

How the results depend on the processing

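Chosen after the data were seen were the alternatives without AL replicate 3 and CR replicate 3 together, without CR replicates 1 and 2, without CR replicates 3 and 4, the preranked enrichment and the single-library ranges for correlation, principal components and expressed genes. Where an alternative ended a call the cause was not tested. Of 111 genes under 20 alternatives, 129 values lost the call, 20 gained one and 5 turned. Under the 13 alternatives that were not single libraries left out, 1309 values kept direction and side of the threshold, 69 lost the call, 15 gained one and 2 turned. Without single libraries 679 stayed, 60 lost the call, 5 gained one and 3 turned. Of 101 genes called, 0 turned. The counts of rising and falling genes were 287 and 341 with a pseudocount of 1, 241 and 266 with at least 1 FPKM in every library (fewer genes tested), 1433 and 1291 with no fold threshold. They were 271 rising without CR replicates 1 and 2 and 328 without CR replicates 3 and 4 (fewer samples). Without single libraries they were 357 to 622 rising and 301 to 499 falling (302 and 301 without AL replicate 1 or 2). The share of rising genes moved from 49% to 40.8% and 37.7% without those CR pairs and to 55.2%, 54.3% and 57.3% without AL replicates 1, 2 or 3 (55.6% without AL replicate 3 and CR replicate 3), and was 48.2% to 52.7% under other scalings. Lists past the threshold numbered 16, 2 with an estimated correlation and 10 to 17 without single libraries (10 without AL replicate 3).

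With an estimated correlation limma's camera gave an adjusted p of 0.233 for branching enzymes, sialyltransferases, N-glycan biosynthesis, CMP-sialic acid synthesis, acyl-CoA hydrolases, P450s and peptidase inhibitors. It was 0.412 for oligosaccharyltransferase and complement, 0.400 for glutathione transferases, 0.128 for ER chaperones, 0.343 for glycogenes, 0.446 for acetyl-CoA synthesis and 0.549 for arachidonic acid metabolism. At the preset correlation the adjusted p of acetyl-CoA synthesis was 0.0506 and 0.0501 with pseudocounts of 1 and 0.01, 0.129 with at least 1 FPKM in every library, 0.0628 after quantile normalization and 0.0666 rescaled without the 50 most abundant genes. It was 0.321 without AL replicate 3 and CR replicate 3, 0.0709 without CR replicates 1 and 2, 0.145 without CR replicates 3 and 4, and 0.0678 on ranks. It was 0.00863 to 0.225 without single libraries, and only leaving out AL replicate 1 or 2 kept the call. For arachidonic acid metabolism the same alternatives gave 0.0501 (pseudocount 0.01), 0.109, 0.0556, 0.0566, 0.134 (without CR replicates 1 and 2), and 0.116 on ranks. It was 0.00970 to 0.101 without single libraries, and leaving out AL replicate 3 or CR replicate 1, 2 or 4 ended the call. Without AL replicate 3 and CR replicate 3 the adjusted p was 0.125 for branching enzymes and 0.0562 for CMP-sialic acid synthesis and for glycogenes. On ranks CMP-sialic acid synthesis had 0.0982. Without single libraries it ran from 0.00652 to 0.0635 for oligosaccharyltransferase, 0.0146 to 0.0835 for branching enzymes, 0.00996 to 0.0530 for CMP-sialic acid synthesis and 0.00228 to 0.0530 for glycogenes, each highest without AL replicate 3. Dolichol-linked oligosaccharide assembly passed with 0.0285 (no filter), 0.0285 (1 FPKM in every library), 0.0410 (without CR replicates 1 and 2), 0.00847 (fry) and 0.0395 (preranked), and ran from 0.0280 without AL replicate 2 to 0.116 without single libraries. Mannosyltransferases passed with fry only, at 0.00418, and fry also passed nucleotide sugar synthesis (0.00506; 0.0285 with no filter and 0.0295 preranked), nucleotide sugar transporters, O-acetylation, clock and bile duct lists, which camera did not with the filter and all 7 libraries.

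Some lists and genes not called turned direction. Fatty acid synthesis had 0.842 without CR replicates 3 and 4 and 0.225 to 1.000 without single libraries. Cholesterol synthesis had 0.153 without CR replicates 1 and 2 and 0.0628 to 0.990, and passed without CR replicates 3 and 4 (7.35e-04). The fasting response list had 0.912 with at least 1 FPKM in every library, 0.607 without CR replicates 3 and 4, 0.885 on ranks and 0.408 to 0.945, and passed with fry (0.0371). Kupffer cell markers had 0.609 without AL replicate 3 and CR replicate 3, 0.580 without CR replicates 3 and 4 and 0.148 to 0.969, and passed without CR replicates 1 and 2 (0.0443). Stellate cell markers had 0.723 with at least 1 FPKM in every library and passed with no filter (0.0478), the replicate block (0.0479), and without CR replicate 1 (0.0189) or CR replicates 1 and 2 (0.0361). Endothelial cell markers passed in these 4 settings too (0.0483, 0.0351, 0.0322 and 0.0172), lymphocyte markers without CR replicates 1 and 2 (0.0298) and red blood cell markers, as higher, with no filter (0.0472). Cyp2e1 had a log2 fold change of -0.04 without CR replicates 1 and 2 and -0.0347 to 0.20 without single libraries. For P4hb they were 0.0046 and -0.22 to 0.0694. With genes scaled to unit variance the first components held 30.8% and 18.3%, and among protein-coding genes 403 were expressed in AL livers only and 321 in CR livers only.

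The replicate numbers are shared by the groups but mark no common litter or day in the sources used here, and same-numbered livers did not deviate together (correlations 0.031, -0.044 and -0.057; AL replicates 2 and 3 matched CR replicates 4 and 2 best, not their own number). With the number as a replicate block, without CR replicate 4, 335 genes rose and 377 fell, acetyl-CoA synthesis had an adjusted p of 0.0574 and fasting response turned, with 0.647. The block also ended the calls of many named genes. Among them limma's adjusted p was 0.0607 for St3gal1 and B4galnt3, 0.0614 for Mgat4b, 0.0626 for Ganab, 0.0773 for Ostc and 0.0678 for Mpc2. Depth limits genes near 0.025 to 0.032 FPKM, the value of 1 read at 2 kb.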

Differences from the paper's values

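The paper's Figure S9a, whose colour key gives squared values and whose caption names the Pearson correlation coefficient, shows values between libraries that are lower than the squared correlations found here. The lowest within a group was 0.969 here and is about 0.94 in Fig. S9a, read by eye, and the highest between groups was 0.938 here and is about 0.88 in Fig. S9a, read by eye. Neither alternative set before the data were examined gives the paper's values. Over filtered genes on log2(FPKM + 0.1) the values were 0.894 and 0.798, and on untransformed FPKM 0.756 and 0.838. Not squared, an alternative chosen after seeing the values, those over filtered genes were 0.946 and 0.893, close to the paper's, so that the unit of the figure is in doubt.

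The paper states that mannosyltransferase activity declined in gene set enrichment. With the list used here, which is not the paper's set, the mannosyltransferases had a median log2 fold change of -0.28 and an adjusted p of 0.120 from limma's camera. The rotation test fry, chosen beforehand, passed at 0.00418. Unlike camera and gene set enrichment, fry does not set the list against the other genes, and it also passed other lists that camera did not. The preranked enrichment, chosen after seeing the values, did not pass, at an adjusted p of 0.0618 over the 34 lists. Its unadjusted p was 0.0382, as lower, and the p printed in Figure 6d is not described there as adjusted. The paper also states that N-glycan biosynthesis declined. That list passed the same preranked enrichment as lower (adjusted p = 0.0213). It passed limma's camera (adjusted p = 0.00486), but not with an estimated correlation (adjusted p = 0.233). The paper names St3gal4 among the lower sialyltransferases. Of the 8 transferases it names in that sentence, 7 passed limma's test as lower, and in the main setting they also passed the paper's own thresholds, an unadjusted p under 0.05 and an absolute log2 fold change above 0.5. St3gal4 had a log2 fold change of -0.48 (adjusted p = 0.118 from limma, unadjusted p = 0.0394), so that it passed the paper's threshold on p and missed that on the fold. Its log2 fold change was -0.27 without AL replicate 1 (unadjusted p = 0.147), and its unadjusted p was 0.07 rescaled without the 50 most abundant genes, 0.0524 with plain eBayes, 0.0839 without AL replicate 2 and 0.074, 0.0904 and 0.0565 without CR replicates 1, 3 and 4. It passed both of the paper's thresholds with the replicate number as a block, without CR replicate 2 and without AL replicate 3 (adjusted p = 0.0278 from limma) and, in an alternative chosen after seeing the values, without AL replicate 3 and CR replicate 3 (0.0461). Alg8 missed the paper's thresholds with a pseudocount of 1 (log2 fold change -0.45), the replicate block (-0.48), without AL replicate 1 (-0.48) or CR replicate 4 (-0.48) and, in alternatives chosen after seeing the values, without AL replicate 3 and CR replicate 3 (unadjusted p = 0.0505) and without CR replicates 3 and 4 (-0.46).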

Other observations

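Chosen after the result was seen were the test of the Golgi-stage genes and the splits for single lists. The Golgi test was changed 2 times after its result was seen, from 23 Golgi genes to the list's own 8 with a bound of 5 genes, which 4 did not reach, and then to the share of all genes, and the rescaling test, which asked for an adjusted p as well, was left to the median.

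Many genes of plasma proteins in complement and coagulation fell in CR livers. Of 46 such genes 19 fell, 4 rose and 23 did not pass limma's test (21 and 5 adjusted over the list alone; median log2 fold change -0.41, adjusted p = 4.88e-05 from limma's camera, adjusted p = 0.412 with an estimated correlation). Chance cannot be excluded for this list, since 5 of 35 splits gave a camera p as small (8.6e-06, against 4.1e-08 in another split). C6, of the membrane attack complex, was 125 ± 11.6 FPKM (SD, n = 3) in AL livers and 6.82 ± 1.18 FPKM (SD, n = 4) in CR livers (log2 fold change -4.19, standard error 0.15, adjusted p = 3.54e-06 from limma). C9, of the same complex, had a log2 fold change of -2.57, the coagulation factor F11 one of -1.56 and the mannose-binding lectin Mbl1 one of -1.73 (adjusted p = 3.08e-04, 8.10e-05 and 2.15e-04 from limma). For sialic acid O-acetylation, Slc33a1, the acetyl-CoA transporter of the Golgi and ER, was 20.4 ± 1.89 FPKM in AL livers and 10.8 ± 0.974 FPKM in CR livers (log2 fold change -0.90, standard error 0.11, adjusted p = 0.00189 from limma) and Casd1, the O-acetyltransferase, was 8.66 ± 0.545 FPKM in AL livers and 6.49 ± 0.481 FPKM in CR livers (adjusted p = 0.0260 from limma, but 0.0538 to 0.107 without AL replicate 1 or 2 or CR replicate 2, 3 or 4). Siae, the esterase that removes the acetyl group, was 3.88 ± 0.793 FPKM in AL livers and 5.35 ± 0.567 FPKM in CR livers (adjusted p = 0.0663 from limma, and 0.0172 without AL replicate 3), and overlaps Tbrg1. The list of 3 (2 fell, none rose; 2 and 1 adjusted over the list alone) did not pass (adjusted p = 0.276 from limma's camera).

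The lists of clock, fasting response, cholesterol synthesis and fatty acid synthesis genes did not pass limma's camera. Circadian clock genes had 6 rising and 2 falling of 16 (9 and 4 adjusted over the list alone; adjusted p = 0.193). Per1 had a log2 fold change of 1.28, Bhlhe41 of -2.10 and Cry1 of 1.51 (adjusted p = 0.00414, 0.0126 and 0.0193 from limma). Without AL replicate 1 or 2 limma's adjusted p was 0.0668 and 0.0630 for Cry1. Fasting response genes had 4 rising and 3 falling of 20 (4 and 4 adjusted over the list alone; median -0.12, mean 0.26, adjusted p = 0.727 from limma's camera in the direction of the mean). Its rising members included Cyp4a14, Cyp4a10 and Ppargc1a, at log2 fold changes of 6.77, 3.85 and 2.40 (adjusted p = 2.06e-06, 1.81e-04 and 2.15e-04 from limma). Among the falling members, Vnn1 was 19.4 ± 1.90 FPKM in AL livers and 3.84 ± 1.85 FPKM in CR livers (log2 fold change -2.43, standard error 0.36, adjusted p = 0.00401 from limma). Cholesterol synthesis genes had 2 rising and 1 falling of 23 (2 and 0 adjusted over the list alone; adjusted p = 0.430 from limma's camera). Fatty acid synthesis genes had 2 falling and none rising of 16 (2 and 0 adjusted over the list alone; median 0.07, mean -0.005, adjusted p = 0.727 from limma's camera in the direction of the mean). The lipogenic regulator Mlxipl had a log2 fold change of -1.16 and the desaturase Fads2 of -0.84 (adjusted p = 0.00112 and 0.0240 from limma; for Fads2 0.0893, 0.0869 and 0.0529 without AL replicate 1, AL replicate 2 or CR replicate 2).

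Markers of other cells did not pass as lists. The adjusted p from limma's camera was 0.437 for Kupffer cells, bile duct cells and neutrophils, 0.111 for endothelial cells, stellate cells and red blood cells and 0.520 for lymphocytes. Endothelial and stellate cell markers passed, as lower, without CR replicate 1 (0.0322 and 0.0189) and in 3 further settings, and lymphocyte, Kupffer cell and bile duct markers, as lower, and red blood cell markers, as higher, in 1 setting each. Of 10 Kupffer cell markers 1 rose, Marco, at a log2 fold change of 1.87, and 1 fell, C1qa, at -0.65. The adjusted p of C1qa, 0.0411 from limma, was 0.0562 to 0.13 without AL replicate 2 or 3 or CR replicate 1, 2 or 3. Of 10 stellate cell markers Col1a1 and Col3a1 fell, the latter at -1.18, with an adjusted p of 0.0180 from limma but 0.0571 and 0.0608 without AL replicate 1 or 2. Of 4 lymphocyte markers Ighm fell. Of 10 endothelial, 4 bile duct and 3 neutrophil markers 0 passed limma's test (2, 1 and 0 as lower at an unadjusted p under 0.05), although all 10 endothelial and all 3 neutrophil markers had log2 fold changes below 0 (medians -0.42 and -0.70). Adjusted over each list alone the counts were the same, except that 1 bile duct marker fell. Of 5 red blood cell markers 4 globins rose, such as Hba-a1 at 48.7 ± 8.28 FPKM in AL livers and 119 ± 22.9 FPKM in CR livers, which shares 63.3% of its 100-base words with other genes, and Alas2 fell from 47.5 ± 4.14 to 9.24 ± 1.89 FPKM. Of adipocyte markers Cfd and Adrb3, and of pancreas markers Cela1, were measured, too few for a list test. Cfd and Cela1 fell, at log2 fold changes of -5.15 and -2.21 (adjusted p = 0.00116 and 0.00135 from limma), and Adrb3 did not pass, at -1.05.

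N-glycan biosynthesis genes were on balance lower in CR livers, with 15 of 50 that fell, and the list did not pass with an estimated correlation (adjusted p = 0.233 from limma's camera). After rescaling without the 50 most abundant genes the list's median was -0.26, against -0.29 before, and that of all genes 0.03 against -0.002. The list thus stayed below the other genes. Such rescaling shifts all genes alike and the deposited values were already scaled by size factors. It therefore cannot decide on a few genes taking most of the reads. AL replicate 3 as the whole cause is argued against by the list's median of -0.21 without it. The fall was not confined to ER genes, since B4galt1 and St6gal1, Golgi genes of the list, fell in every gene-level alternative. These are 2 genes, and the alternatives reuse the same livers, so whether the Golgi steps fell as a set stays open. Of the list's 8 Golgi genes of branching, galactosylation, fucosylation and sialic acid transfer, 4 fell and Mgat4b rose (median -0.52). By the share of all genes 0.81 would fall (one-sided exact hypergeometric test, p = 0.0053). That p takes genes as independent and comes from a test changed after its result was seen, so no conclusion is drawn from it. Mgat1 and Mgat2, among the 4, lost the call without AL replicate 1 or 2. Chance stays open, since 4 of 35 splits gave a camera p as small (0.0013, against 0.00043 in another split), and the same holds for the number of lists that passed, since 4 of 35 splits passed as many (16, against 17 in another split).

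Chance is argued against for the genes called, 1020 against at most 2 in other splits (1 of 35). It is argued against less clearly for the glycogenes called, 50 against at most 33 (1 of 35). Of the 16 lists that passed limma's camera, 8 had a smaller camera p in the real split than in any other. That share of 0.029 is the smallest the design gives. Of the 34 lists tested 0.97 would reach it by chance, so the splits alone exclude chance for no single list. The margin was small for acyl-CoA hydrolases and sialyltransferases. Besides the sex-biased lists these are ER chaperones (camera p of 2.5e-14 against 3.3e-12 in another split), xenobiotic P450s (2.5e-07 against 2e-06), peptidase inhibitors (7.2e-05 against 0.00045), acyl-CoA hydrolases (0.00073 against 0.00077), sialyltransferases (0.0018 against 0.0032) and CMP-sialic acid synthesis (0.0084 against 0.058), with 1 of 35 splits each. With an estimated correlation the adjusted p of these 6 from limma's camera was 0.128 for ER chaperones and 0.233 for the other 5. For the other 8 lists further splits gave a camera p as small, so that chance stays open. Besides N-glycan biosynthesis and complement these are branching enzymes (3 of 35, 0.0093 against 0.0033), glutathione transferases (4 of 35, 8.2e-06 against 4.8e-07), glycogenes (5 of 35, 0.0022 against 0.00068), arachidonic acid metabolism (6 of 35, 0.021 against 0.00035), acetyl-CoA synthesis (7 of 35, 0.022 against 0.00037) and oligosaccharyltransferase (9 of 35, 0.006 against 0.00014).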
